# Cohesin couples transcriptional bursting probabilities of inducible enhancers and promoters

**DOI:** 10.1038/s41467-022-31192-9

**Published:** 2022-07-27

**Authors:** Irene Robles-Rebollo, Sergi Cuartero, Adria Canellas-Socias, Sarah Wells, Mohammad M. Karimi, Elisabetta Mereu, Alexandra G. Chivu, Holger Heyn, Chad Whilding, Dirk Dormann, Samuel Marguerat, Inmaculada Rioja, Rab K. Prinjha, Michael P. H. Stumpf, Amanda G. Fisher, Matthias Merkenschlager

**Keywords:** Nuclear organization, Transcription

## Abstract

Innate immune responses rely on inducible gene expression programmes which, in contrast to steady-state transcription, are highly dependent on cohesin. Here we address transcriptional parameters underlying this cohesin-dependence by single-molecule RNA-FISH and single-cell RNA-sequencing. We show that inducible innate immune genes are regulated predominantly by an increase in the probability of active transcription, and that probabilities of enhancer and promoter transcription are coordinated. Cohesin has no major impact on the fraction of transcribed inducible enhancers, or the number of mature mRNAs produced per transcribing cell. Cohesin is, however, required for coupling the probabilities of enhancer and promoter transcription. Enhancer-promoter coupling may not be explained by spatial proximity alone, and at the model locus *Il12b* can be disrupted by selective inhibition of the cohesinopathy-associated BET bromodomain BD2. Our data identify discrete steps in enhancer-mediated inducible gene expression that differ in cohesin-dependence, and suggest that cohesin and BD2 may act on shared pathways.

## Abstract (web summary)

Here the authors show inducible genes and enhancers are regulated mainly by transcriptional burst frequency and that this is coordinated in single cells and individual alleles. Cohesin, which is important for inducible gene expression, is largely dispensable for regulating enhancer burst frequencies; however, it is required for coupling burst frequencies of inducible enhancers and promoters.

## Introduction

Cohesin cooperates with CTCF in organising the genome into self-interacting domains that each contain a small number of genes and enhancers, thus potentially facilitating enhancer–promoter cooperation^1–6^. However, the acute depletion of CTCF or cohesin from mouse or human cell lines deregulates only a limited number of genes at steady-state, notably direct targets of CTCF promoter binding^7^, and boundary-proximal genes that show altered transcriptional bursting^8^, respectively. By contrast to steady-state gene expression, loss of cohesin severely disrupts inducible transcriptional programmes in macrophages^9^ and neurons^10^, as well as oestrogen-responsive genes^11^.

Inducible genes in macrophages are paradigmatic for the core transcriptional response to microbial signals^12^. Mechanistically, the engagement of anti-microbial pattern recognition receptors drives the recruitment of transcription factors, chromatin remodellers, and cofactors, including histone acetyltransferases. BET (Bromo- and Extra-Terminal domain) epigenetic reader proteins interact with acetylated lysine residues via N-terminal tandem bromodomains termed BD1 and BD2 (ref. ^13^) and recruit Mediator and RNA polymerase to initiate eRNA transcription^12,14^. Enhancer activation culminates in target gene transcription^12^ by facilitating recruitment of the transcriptional machinery to promoters^14^ and by increasing the frequency of promoter bursting^15^. Transcription is typically discontinuous and can be described in terms of the frequency and the size of transcriptional bursts^16–19^. Both the size^20–24^ and the frequency^22,23,25–28^ of transcriptional bursts have been linked to inducible gene expression in different experimental systems. How cohesin contributes to the regulation of transcriptional bursting during immune gene activation remains unknown.

Here we address the transcriptional parameters that underlie the activation of inducible genes and enhancers in macrophages and determine steps within the process that are cohesin-dependent or -independent. We use single-molecule RNA fluorescence in situ hybridisation (smRNA-FISH) to quantitatively assess the fraction and intensity of enhancer and target gene transcription as well as the coordination between the transcriptional activity of enhancers and promoters at the single-molecule level. smRNA-FISH indicates that inducible immune genes and the activity of associated enhancers are regulated primarily by an increase in the fraction of actively transcribing alleles, and that inducible enhancer activation is tightly coupled to an increased probability of target gene transcription in wild-type cells. We find that cohesin is dispensable for activation-induced increases in the probability of enhancer bursting, and that the number of mature mRNAs produced per transcribed target gene allele is largely independent of cohesin. However, cohesin is critical for coupling the probabilities of enhancer and target gene bursting. Finally, we present evidence that the role of cohesin in enhancer–promoter coupling may not be explained by spatial proximity alone and demonstrate potential convergence of cohesin and BD2, the second BET protein bromodomain, in the activation of inducible genes.

## Results

To validate the role of transcription in LPS-inducible macrophage gene expression we compared GRO-seq (as a measure of transcription) with RNA-seq (as a measure of transcript levels). RNA-seq and GRO-seq were highly correlated (r = 0.83, *P* < 10e-16; Supplementary Fig. 1a). This indicates that LPS-induced macrophage genes are regulated at the level of transcription. To characterise the transcription of inducible genes such as *Il12b* we adopted a high throughput smRNA-FISH approach that allows the quantification of transcript copy numbers and transcriptional bursts in thousands of individual macrophages during the first 2 h of the response to LPS (Fig. 1a and Supplementary Fig. 1b). smRNA-FISH counts were highly consistent between replicates (Supplementary Fig. 1c). The copy numbers of *Il12b* transcripts increased with time after LPS activation (Supplementary Fig. 1d). Transcript copy numbers of *Il12b* and other inducible genes were correlated with transcript abundance as determined by RNA-seq (Fig. 1b).

**Fig. 1:**
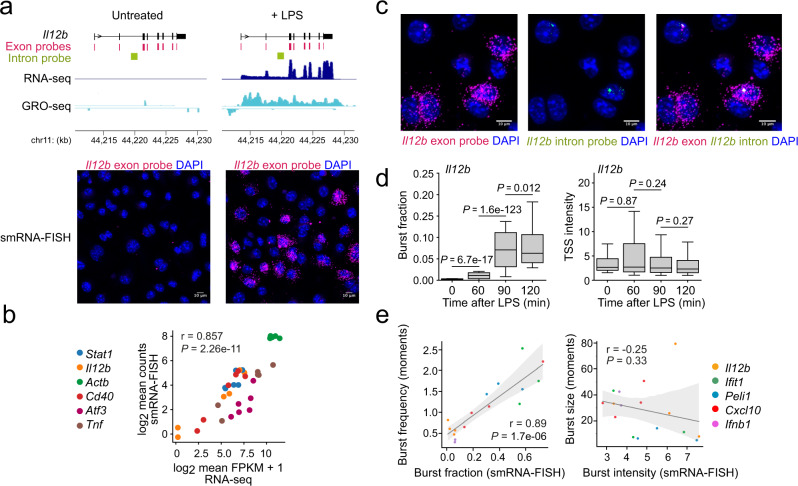
Inducible gene transcription is regulated primarily by the fraction of actively transcribing alleles. **a** Induction of *Il12b* transcripts by macrophage activation as assessed by RNA-seq (top), GRO-seq (middle) and smRNA-FISH (bottom). LPS treatment times: 1 h for GRO-seq and 2 h for RNA-seq and smRNA-FISH. Representative of three independent biological replicates for RNA-seq, two independent biological replicates for GRO-seq and >3 independent biological replicates for smRNA-FISH. **b** Correlation between transcript abundance by RNA-seq (log_2_ FPKM) and log_2_ mean absolute transcript copy numbers by smRNA-FISH. r: Pearson correlation; P: *p* value in this and all subsequent figures. Statistical test: two-sided Pearson's product-moment correlation (Null hypothesis: correlation = 0). *Il12b*, *Stat1* and *Actb*: three independent biological replicates, *n* = 8899 cells. *Cd40, Atf3* and *Tnf*: 3 independent biological replicates, *n* = 12,372 cells. **c** Representative images illustrating the use of intron probes to localise transcriptional bursts. Greater than three independent biological replicates. **d** Burst fraction and burst intensity in resting and activated wild-type macrophages. In this and all subsequent box plot figures, boxes show the median and the upper and lower quartiles, whiskers show 1.5 of the interquartile range. P: *p* value. In this and all subsequent figures, we used a two-sided Tukey HSD test (ANOVA design formula ~ Sample + Replicate), adjusted for multiple testing for burst intensities and a two-sided Cochran–Mantel–Haenszel test (replicate as strata) with Bonferroni correction for multiple testing for burst fractions. *N* = 24,160 cells, four independent biological replicates per transcript. **e** Left: correlation between the fraction of actively transcribing alleles measured by smRNA-FISH and transcriptional burst frequencies inferred from the distribution of mature transcripts (see methods) in macrophages stimulated with LPS for 90 min (*Il12b, Ifnb1, Peli1*), 120 min (*Cxcl10)* or 180 min (*Ifit1*). Right: correlation between burst intensity measured by smRNA-FISH and burst size inferred from the distribution of mature transcripts (see methods). Intron probes were used for *Il12b and Peli1*, exon probes were used for *Ifit1, Cxcl10*, and for the intron-less *Ifnb1* gene. r: Pearson correlation. *P* value derived from two-sided Pearson's product-moment correlation test as implemented in the cor.test function in R against the null hypothesis correlation is equal to 0. N = 18,494 cells, three to four independent biological replicates per transcript. Error bands: 95% confidence interval.

### Regulation of inducible immune gene transcription

To identify the transcriptional parameters that underlie the transcriptional induction of immune genes in response to LPS we used nascent smRNA-FISH with probes complementary to transcribed introns. Nascent smRNA-FISH captures the fraction of actively transcribing alleles and the intensity of probe signal at transcription start sites (Burst intensity, Fig. 1c). We found that the inducible expression of *Il12b* (Fig. 1d) and other inducible genes tested by smRNA-FISH (*Egr2, Prdm1, Ifnb1, Peli1* and *Sertad2*, Supplementary Fig. 2) was associated primarily with an increase in the fraction of actively transcribing alleles. We compared the fraction of actively transcribing alleles, as directly quantified by smRNA-FISH, with the burst frequency as inferred mathematically from the moments (mean and variance) of mature mRNA distribution^18,23,24,29^ (Fig. 1e, left). We found good agreement, which indicates that burst fraction and burst frequency are correlated in LPS-activated macrophages. In contrast, burst intensity as quantified by smRNA-FISH poorly correlated with burst size as inferred by the moment of mature mRNA copy number distribution (Fig. 1e, right).

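Single macrophages were sorted into wells, and MARS-seq, a plate-based method that counts transcripts by unique molecular identifiers (UMIs), was applied to bone marrow-derived macrophages of 2 genotypes. Wild-type and Rad21-/- cells were left untreated or were stimulated with 10 ng/ml of LPS for 2 or 8 h, which gives 6 samples with 1 sample per genotype and time point. There is therefore no replicate check on any difference reported from them, no test was run, and every interval covers counting error only. The authors mapped the reads to GRCm38.p4 with the Gencode M8 annotation, discarded wells by their spike-in reads, mapped reads and total reads, and deposited UMI counts per gene and cell without normalization. The matrix holds 18429 genes in 1362 cells, 682 of them wild-type and 680 Rad21-/-. The untreated and 8 h samples held 239 and 257 wild-type cells and 270 and 224 Rad21-/- cells, and the remaining cells, equal in number for both genotypes, made up the 2 h samples. The number of UMIs per sample lay between 1417409 and 2195921. Wild-type cells had a median of 5863 UMIs untreated, 6080 at 2 h and 5819 at 8 h, and Rad21-/- cells had a median of 5577, 6069 and 7055.5. The shallowest cell held 2106 UMIs. A small number of wells was far deeper, since 17 wells had more than 25000 UMIs and the deepest held 496955. These wells held 45.5% of all UMIs of the wild-type 2 h sample and 1.71% of those of the untreated wild-type sample. No doublet caller was run because cells had been sorted singly, and results without these 17 wells were computed as an alternative chosen after the depths were seen. Cells came from 24 library pools, each of a single time point, and 23 pools held both genotypes.

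The inducible genes are the 356 genes of the paper's source data in its 6 classes, with 43 genes in class A1+2, 29 in B, 77 in C, 61 in D, 78 in E and 68 in F. For each gene, the share of cells is the percentage of cells with at least 1 UMI, and the level is the mean of the natural logarithm of CPM + 1, with CPM taken over all UMIs of a cell, over the cells with at least 1 UMI. Class values are medians over genes. Because a share rises with depth, each cell was also thinned at random to 3800 UMIs, which left out 47, 21 and 29 wild-type cells and 47, 32 and 21 Rad21-/- cells at 0, 2 and 8 h. Each median change was set against 10000 random lists of the same size, drawn from 5613 genes outside the inducible list that also reached 20% of cells in a wild-type sample and matched on mean expression. Its interval comes from 10000 draws of every gene's count of positive cells, a measure of error that was chosen after the values had been seen. For levels, the counting error rests on the numbers of positive cells and leaves out the spread of levels among them. Genes were drawn independently, so differences in depth or pool that genes share are not covered.

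**Figure D1:**
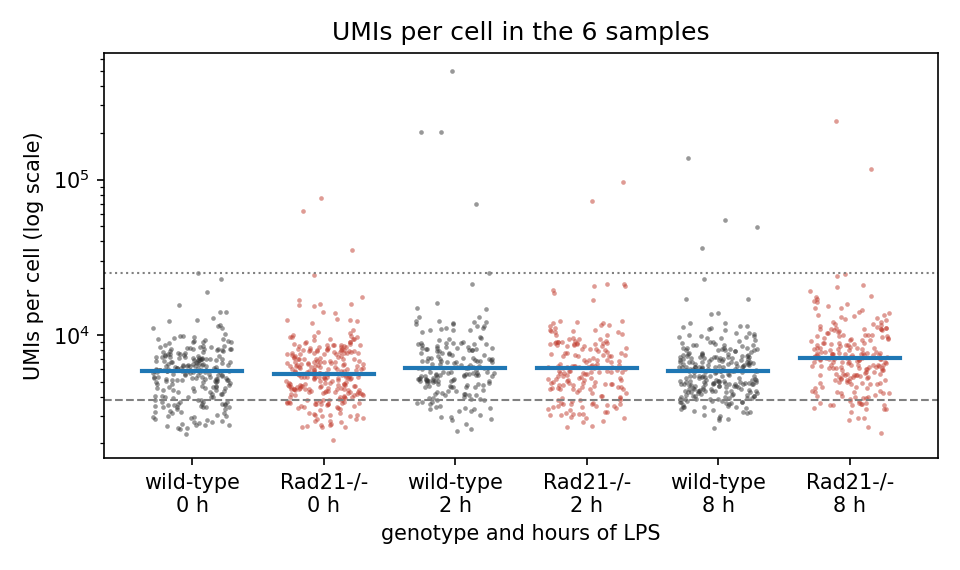
UMIs per cell (log axis) in each of the 6 samples, with 1 point per cell, a blue line at the median, a dashed line at 3800 UMIs and a dotted line at 25000 UMIs. Medians lie between 5577 and 7055.5 UMIs, and 17 wells lie above the dotted line.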

To ask whether the expression of inducible genes was regulated by the frequency of transcript-expressing cells and/or the level of transcripts per cell, we performed scRNA-seq at 0, 2 and 8 h of LPS stimulation (Fig. 2). 

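At 2 h of LPS, the median change in the share of wild-type cells with transcripts was 38.7 percentage points in class C (interval 35.2 to 41.0), from a median share of 18.8% to 62.4%. It was 26.8 points in class A1+2 (25.4 to 30.5), 17.6 in class B (14.4 to 20.0), 19.2 in class D (18.2 to 22.6), 5.14 in class E (4.27 to 6.65) and 2.11 in class F (0.903 to 3.19). After thinning, these changes were 33.3, 19.6, 10.5, 14.2, 1.98 and -0.355 points in the same order, so that class F had no rise beyond counting error once thinned (interval -0.985 to 0.805). With all UMIs, the share rose for 50 of the 68 genes of class F. Its median change was 1.36 points without 1 untreated library pool, of 24 wild-type cells, and 1.35 without 1 pool of 2 h, of 47 wild-type cells. Without wells of more than 25000 UMIs it was 0.503 points, less than the counting error of 1.15 found with all wells. Classes A1+2 to D lay above all 10000 matched random lists, class E at percentile 99.0 and class F at percentile 11.7. Over all 356 genes, the share rose for 326 and fell for 30, with a median change of 15.3 points unthinned and 9.62 thinned. At 8 h the median change was 6.35 points in class A1+2, 10.1 in B, 38.4 in C, 40.0 in D, 31.2 in E and 28.4 in F, and thinned it was 5.37, 6.72, 32.6, 35.4, 26.1 and 21.7 points. All 6 classes lay above every matched random list at this time point, and the share rose for 343 genes and fell for 12. Of the alternatives for the shares, counting a cell as positive only from 2 UMIs moved class C at 2 h furthest down, to 26.0 points.

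The 3 inducible genes with the largest rise at 2 h were Cxcl1, Cxcl2 and Tnf. Tnf, on chromosome 17 of GRCm38 from 35199367 to 35202007, had transcripts in 4.60% of untreated cells (Clopper-Pearson interval 2.32 to 8.09) and in 100% of cells at 2 h. Cxcl1 was found in 0 of 239 untreated cells, which allows a share of cells with a UMI of up to 1.26%, and in 99.5% of cells at 2 h. Nos2 rose between the time points, from 3.23% of cells at 2 h to 94.6% at 8 h. The falls were smaller, and Irf7 went from 84.5% of untreated cells to 77.4% at 2 h before it reached 99.2% at 8 h. Of the genes studied by smRNA-FISH, Egr2 was positive in 2.09% of untreated cells, 28.5% at 2 h and 1.95% at 8 h, and Prdm1 in 23.4%, 44.6% and 24.9%. Thinned shares were lower but kept these orders, with 1.56%, 18.2% and 1.75% for Egr2, 18.2%, 32.7% and 17.5% for Prdm1 and 77.1%, 61.2% and 95.2% for Irf7, apart from Egr2 and Prdm1 at 8 h against untreated, where both differences lay within the intervals.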

LPS increased the frequency of cells that expressed inducible transcripts for each of 6 previously identified classes of inducible primary^30^ (Fig. 2, Bhatt classes A1/2, B) as well as secondary response genes^30^ (Fig. 2, Bhatt classes C, D, E, F). In contrast to the frequency of transcript-expressing cells, the number of transcripts per cell increased only for class C inducible genes at the early time point. 

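The level per positive cell at 2 h changed by a median of 0.25 on the natural log scale in class C (counting error 0.09), where it was higher for 63 of 75 genes with a positive cell in both samples. The change was 0.12 in class A1+2 (counting error 0.11), and leaving out 1 library pool gave 0.066 and 0.074 for untreated pools of 43 and 13 wild-type cells and 0.071 for a 2 h pool of 46, all within that error. It was 0.01 in class B and 0.00 in class D. The change was -0.19 in class E (counting error 0.08), with 65 of 77 genes lower, and -0.31 in class F (counting error 0.08), with 66 of 68 genes lower. Without wells of more than 25000 UMIs the class E change lay within its counting error, and the class F change was -0.14. With each cell thinned to the same number of UMIs, the change was 0.14 in class A1+2, 0.04 in B, 0.19 in C, 0.08 in D, 0.00 in E and -0.03 in F. A thinned positive cell cannot score below the level that 1 UMI gives. Thinning could therefore not show median falls as large as those of classes E and F. Classes A1+2, C and D lay above all 10000 matched random lists in both forms, and class B lay above all of them unthinned and at percentile 99.98 thinned. Class E was at percentile 3.68 unthinned and 95.1 thinned, and class F at 0 and 1.95. The median of the lists lay between -0.17 and -0.11 unthinned. The alternative that moved the level most was the mean UMI count without scaling to CPM, in which differences in depth enter the level of every gene. Its logarithm is taken after averaging, so that deep wells weigh more than in the main level. The median over 5609 genes outside the list then rose by 0.63, and the change was 1.18 in class C, 0.70 in E and 0.55 in F. Relative to the median of matched random lists these were 0.56, 0.092 and -0.063. Class E then lay at percentile 99.99 of the lists and class F at 0.65.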

Class C to F transcript numbers accumulated at the late time point (Fig. 2, right). 

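At 8 h, the median change in level per positive wild-type cell was 0.39 in class C, 0.37 in D, 0.29 in E and 0.21 in F, with counting errors between 0.07 and 0.12. It was 0.02 in class A1+2 and 0.06 in class B, both within their counting errors of 0.11 and 0.10. All 6 classes lay above all 10000 matched random lists, whose medians were -0.11 for class A1+2 and -0.10 for class B. Thinned, class B lay at percentile 99.96 and the other classes above all lists. The level was higher than in untreated cells for 67 of 75 genes of class C, 50 of 59 of class D, 64 of 77 of class E and 59 of 68 of class F. Thinning lowered the changes to 0.22 in class C, 0.24 in D, 0.19 in E and 0.13 in F, which all stayed above 0 by more than the counting error.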

Taken together, these data indicate that the regulation of inducible immune genes is mediated primarily by increasing the fraction of actively transcribing alleles and the frequency of cells that express inducible transcripts.

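The mean CPM of a gene over all cells is its share of positive cells times its mean CPM per positive cell, so that the log2 ratio between 2 samples is the sum of a part from the share and a part from the level. For 350 inducible genes with UMIs in both samples, the median log2 ratio at 2 h against untreated wild-type cells was 1.06, with a median share part of 0.99 and a median level part of -0.02. The share part was the larger of both in 258 genes. At 8 h the median log2 ratio was 2.07, the share part 1.48 and the level part 0.39, and the share part was the larger in 294 genes. Class F at 2 h was the exception, since the share part was the larger in 25 of its 68 genes. With thinned cells the share part was 0.96 at 2 h and 1.66 at 8 h, and the level part 0.09 and 0.30. The alternative that moved the level part most was CPM over genes outside the inducible list, which gave 0.60 at 8 h. Untreated positive wild-type cells held a median of 1.24 UMIs per gene, so sampling limits this split. Poisson sampling of each gene's mean would give a median share change of 15.8 percentage points at 2 h and 29.8 at 8 h. Observed values were 15.3 and 29.6. The larger share part therefore does not by itself separate more active cells from more transcripts in every cell. The paper reasons from the higher frequency of positive cells in the 6 classes, and from levels per cell that rose in fewer of them, together with its smRNA-FISH data on transcribing alleles. From these it concludes that inducible genes are controlled mainly through how many cells and alleles are active.

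**Figure D2:**
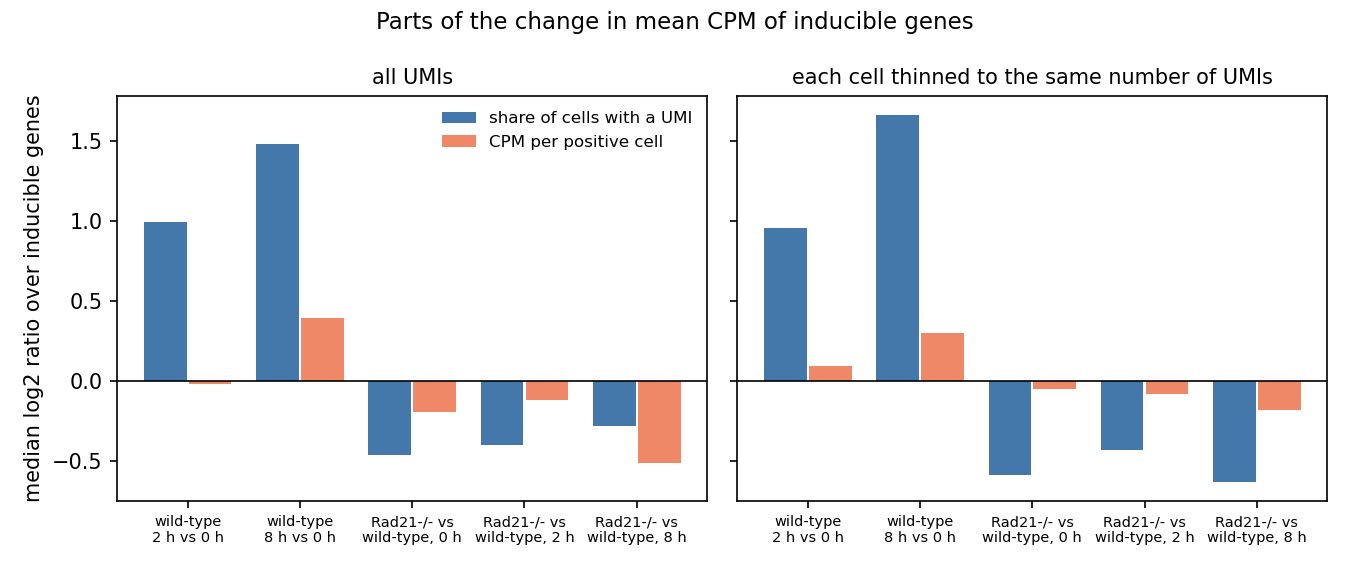
Median log2 ratio over inducible genes (y axis) of the share of cells with a UMI (blue) and of CPM per positive cell (orange) for 5 comparisons of 2 samples, with all UMIs (left) and with each cell thinned to 3800 UMIs (right). In wild-type cells the share part is 0.99 at 2 h and 1.48 at 8 h with all UMIs, against level parts of -0.02 and 0.39. A larger share part can also arise from sampling few transcripts per cell.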

**Fig. 2:**
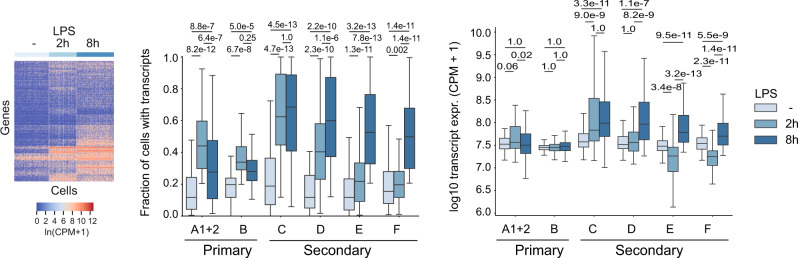
Inducible gene transcription is driven primarily by the fraction of expressing cells. Left: heatmap of transcript levels (CPM) of inducible macrophage primary and secondary response genes^30^ detected by scRNA-seq in at least 20% of cells. Centre: Fraction of cells with detectable transcripts for each of six previously defined classes of inducible genes^30^ at 0, 2 and 8 h after LPS activation. Right: Transcript levels (CPM+1) per transcript-positive cell is shown for the same classes of inducible genes at 0, 2 and 8 h after LPS activation. Numbers represent adjusted *P* values for 0 versus 2 h and 0 versus 8 h. Two-sided Wilcoxon signed-rank test with Bonferroni correction for multiple testing. *N* = 682 cells.

### Regulation of inducible immune gene-enhancer eRNA transcription

Inducible immune gene expression is regulated by inducible enhancers^12,31,32^. To explore the cis-regulatory control of inducible immune genes we designed smRNA-FISH probes for inducible immune gene enhancers that were positioned between 10 and 200 kb from their target genes within the same topologically associating domains and in the same—or immediately adjacent—contact domains in macrophage Hi-C maps: the functionally validated *Il12b* HSS1 enhancer^33^ and *Ifnb1* L2 enhancer^34^, as well as enhancers associated with *Egr2*, *Peli1*, and *Prdm1* (ref. ^31^). These enhancers were actively transcribed in LPS-activated macrophages (Fig. 3a and Supplementary Fig. 3, GRO-seq), showed binding of constitutive (PU.1) as well as signal-activated transcription factors (STAT2 and IRF3), and inducible acetylation of histone H3 lysine 27 (Fig. 3a and Supplementary Fig. 3, H3K27ac, STAT2, IRF3). We used smRNA-FISH to visualise transcriptional eRNA bursting of inducible macrophage enhancers (Fig. 3b). Quantification of eRNA burst parameters indicated that activation-induced transcription of inducible immune gene enhancers occurred primarily through modulation of burst fraction (Fig. 3c), not burst intensity (Fig. 3d).

**Fig. 3:**
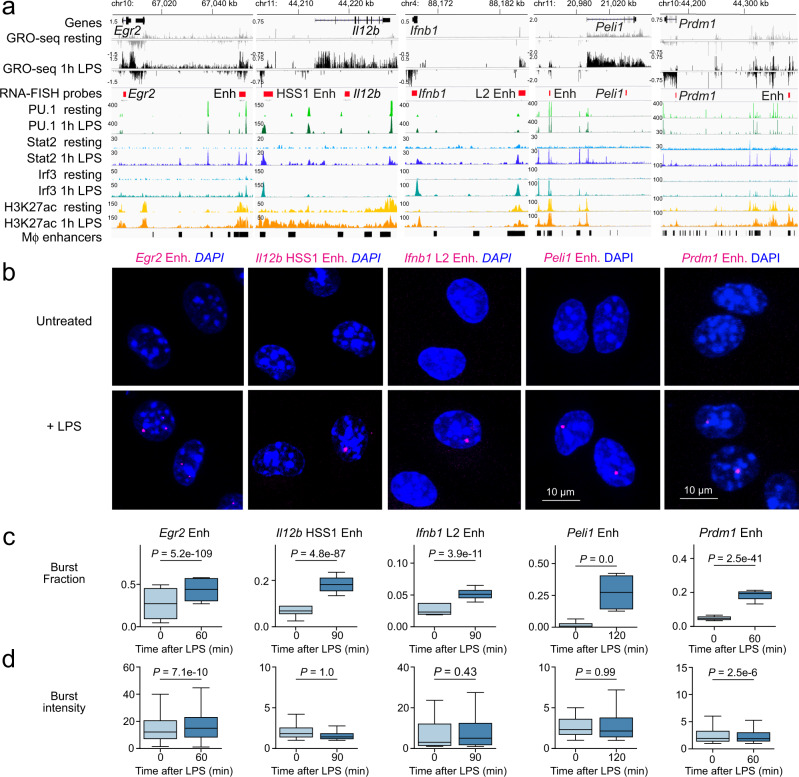
Inducible enhancer activation is linked to increased eRNA burst fractions. **a** Inducible enhancers associated with inducible genes in macrophages with GRO-seq reads from resting and 1 h LPS-activated macrophages, ChIP-seq for PU.1 and STAT2, IRF3 and H3K27ac. Macrophage enhancers were defined previously^31^. The positions of smRNA-FISH probes are magenta. **b** smRNA-FISH Images of eRNA bursts in untreated and LPS-activated macrophages with probes for the *Egr2* enhancer (0 and 60 min LPS), the *Il12b* HSS1 and *Ifnb1* L2 (0 and 90 min LPS), and the *Peli1* enhancer (0 and 120 min LPS). smRNA-FISH probes are in magenta. At least three independent biological replicates per gene and condition, *n* = 64,682 cells. **c** eRNA burst fractions in resting and LPS-activated macrophages. At least three independent biological replicates per gene and condition, *n* = 64682 cells. **d** eRNA burst intensities in resting and LPS-activated macrophages. *P* values were determined by a two-sided Tukey HSD test (ANOVA design formula ∼ Sample + Replicate) and adjusted for multiple testing. At least three independent biological replicates per gene and condition, *n* = 64,682 cells.

### Functional coupling of enhancer and promoter bursting

We used smRNA-FISH to visualise transcriptional bursting of both enhancers and target genes in response to LPS. Consistent with previous reports that enhancer activation can precede the transcription of target genes in macrophages^32,35^ and other cell types^11,36,37^, the LPS-induced transcriptional burst fraction at the *Il12b* HSS1 enhancer peaked earlier than *Il12b* mRNA (Fig. 4a, *P* = 0.0036, two-way ANOVA). We recorded eRNA and mRNA transcriptional bursts for five inducible enhancers and associated genes in a total of 38,093 cells (Supplementary Fig. 4). Burst fractions of inducible enhancers and promoters were strongly correlated (Fig. 4b). The number of cells that contained two enhancer or two promoter bursts was greater than expected based on random co-occurrence^38^ (Fig. 4c), suggesting that certain cells were more likely than others to show enhancer or gene activity. smRNA-FISH probes for enhancers and their targets allowed exploration of the relationship between enhancer and promoter bursting in individual cells, as illustrated for *Il12b* in Fig. 4d. To ask whether eRNA and mRNA bursting is coordinated, we determined the frequencies of simultaneous eRNA and mRNA transcription. Simultaneous eRNA and mRNA bursts in response to LPS activation were significantly more frequent than expected if enhancers and promoters were to burst independently (Fig. 4e). Since mature macrophages are quiescent diploid cells, the occurrence of two enhancers or two promoter bursts in a single cell indicates that bursts occur on different chromosomes in trans. The great majority (>95%) of such bi-allelic bursts were >1 μm apart (Fig. 4f). We, therefore, used 1 μm as a threshold below which we could assign enhancer and promoter bursts to the same allele with >95% confidence (red line in Fig. 4f). In contrast to pairs of enhancer-enhancer and promoter-promoter bursts, pairs of enhancer–promoter bursts often occurred at distances <1 μm (Fig. 4f). Enhancer and promoter bursting on the same allele occurred significantly more frequently than expected by chance (Fig. 4g). Taken together, these data show that enhancer burst fractions are efficiently coupled to the burst fractions of target promoters, both at the cellular and the allelic level.

**Fig. 4:**
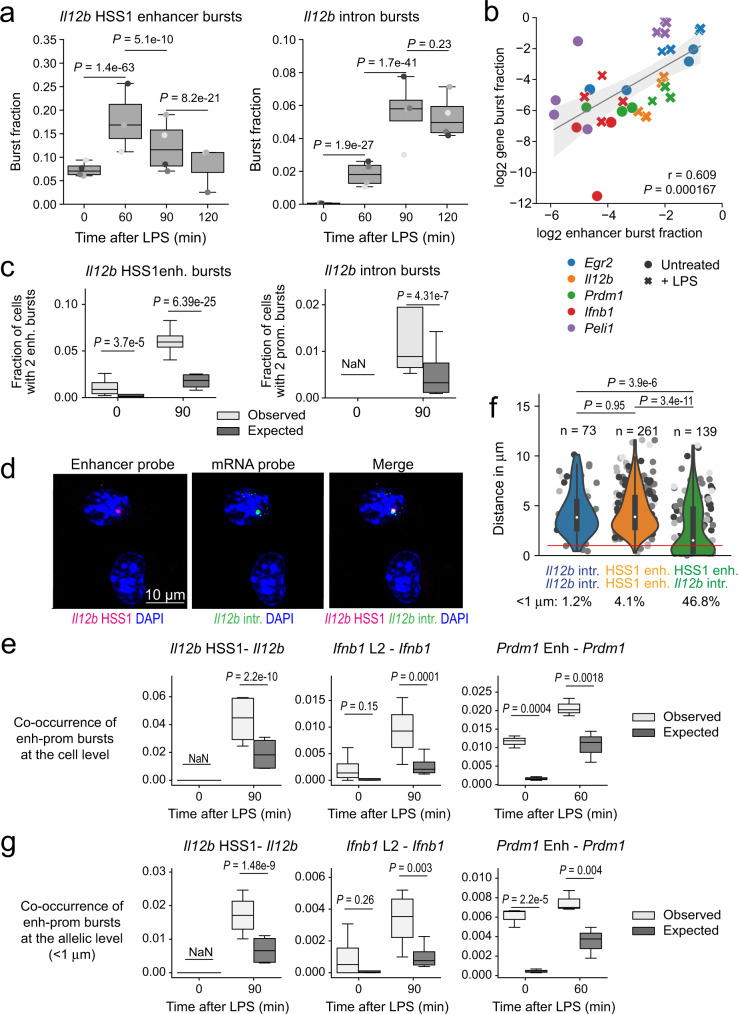
Functional coupling of enhancer and promoter bursting. **a** Transcriptional burst fractions of the *Il12b* HSS1 enhancer (left, 3–4 independent biological replicates, *n* = 14,759 cells) and *Il12b* (right, four independent biological replicates, *n* = 17,038 cells). **b** log_2_-transformed burst fractions of the indicated enhancers and promoters in resting (UT) and LPS-activated macrophages (LPS). Two-way ANOVA formula (BF_Gene ~ BF_Enhancer*Gene). *P* value (P) for whether there is a relationship between the bursting of enhancers and genes (frequency_enhancer) = 1.94e-09. At least three independent biological replicates per gene and condition, *n* = 38093 cells. Error band: 95% confidence interval. **c** Bi-allelic enhancer (left) and promoter bursts (right) occur in individual cells more often than expected based on the burst fractions of enhancers and promoters (3–4 independent biological replicates, *n* = 14759 cells for *Il12b* HSS1 and *n* = 17038 cells for *Il12b*). Cochran–Mantel–Haenszel test (replicate as strata) with Bonferroni correction for multiple testing, two-sided considering a random population of the same size where the sampled frequency equals the expected frequency in case of bursting events happening independently. **d** Simultaneous application of enhancer (magenta) and target gene probes (green) illustrated for the Il12b locus. The position of probes is shown in Fig. 3a. More than eight biological and four technical replicates. **e** Experimentally observed (observed) co-occurrence of eRNA and mRNA transcriptional bursts over co-occurrence expected by chance (expected) at the level of individual cells. Cochran–Mantel–Haenszel test (replicate as strata) with Bonferroni correction for multiple testing, two-sided. At least three independent biological replicates per gene and condition, *n* = 38093 cells. **f** The distance distribution of *Il12b* intron - *Il12b* intron pairs, *Il12b* HSS1 enhancer—*Il12b* HSS1 enhancer pairs and *Il12b* intron—*Il12b* HSS1 enhancer pairs is plotted. A horizontal red line indicates a distance of 1 μm. The percentages of *Il12b* intron— *Il12b* intron pairs (1.2%), *Il12b* HSS1 enhancer—*Il12b* HSS1 enhancer pairs (4.1%) and *Il12b* intron—*Il12b* HSS1 enhancer pairs below 1 μm (46.8%) is indicated. Tukey HSD test (ANOVA design formula distance ~ pair + replicate), two-sided. **g** Box plots of experimentally observed (observed) co-occurrence of eRNA and mRNA transcriptional bursts over co-occurrence expected by chance (expected) at the level of individual alleles (i.e. at distances below 1 μm). Cochran–Mantel–Haenszel test (replicate as strata) with Bonferroni correction for multiple testing, two-sided. At least three independent biological replicates per gene and condition, *n* = 38,093 cells.

### Impaired expression of inducible genes in cohesin-deficient macrophages is the result of reduced transcription

To examine the role of the chromatin-associated cohesin complex in the transcriptional bursting of enhancers and promoters, we deleted floxed *Rad21* (*Rad21*^*lox/lox*^) alleles encoding the cohesin subunit RAD21 by 4-OHT-mediated activation of ERt2Cre in bone marrow-derived mature macrophages^9^. This approach removed 90–99% of *Rad21*^*lox/lox*^ alleles (Supplementary Fig. 5a) and ~90% of RAD21 protein (Supplementary Fig. 5b, c). Loss of RAD21 protein was uniform across individual cells, as demonstrated by immunofluorescence staining and confocal microscopy (Supplementary Fig. 5d, e). Mature macrophages are suitable for mechanistic studies on the role of cohesin in gene regulation because their quiescent state avoids interference with essential cell cycle functions of cohesin^39^. The conditional deletion of the cohesin subunit *Rad21* in quiescent primary macrophages results in a broad reduction in the expression of immune response genes as assessed by RNA-seq (ref. ^9^). Comparison of RNA-seq with GRO-seq showed that this reduction in inducible immune gene expression occurs predominantly at the transcriptional level in both resting and LPS-activated macrophages (Fig. 5a).

**Fig. 5:**
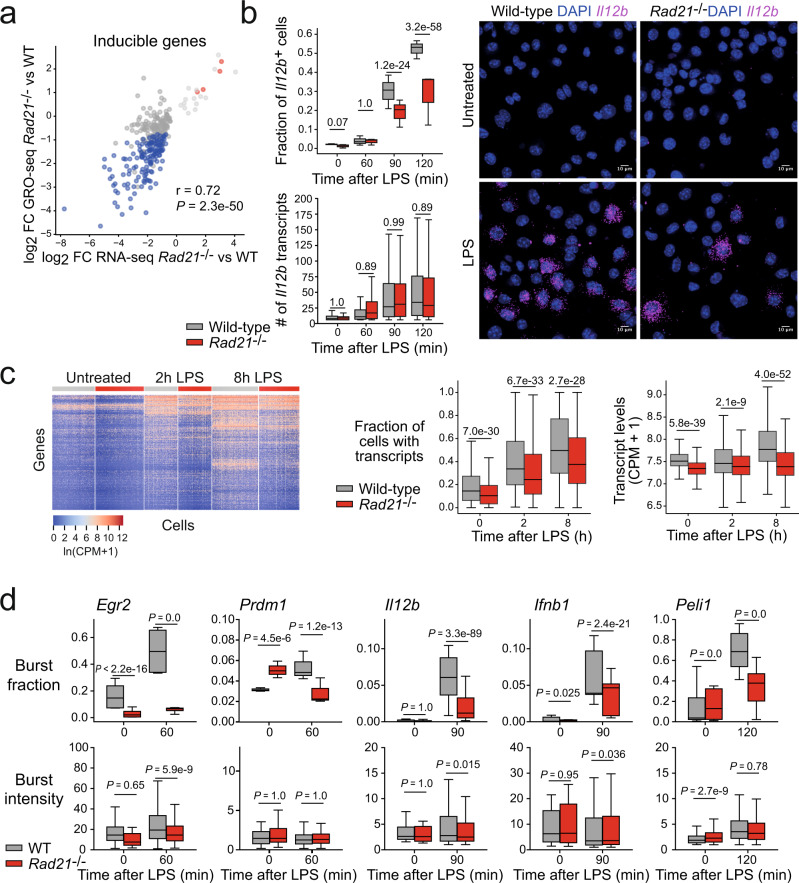
Deregulation of inducible genes in the absence of cohesin is due primarily to a reduced probability of transcription. **a** Loss of cohesin alters the expression of inducible genes at the transcriptional level. One hour LPS for GRO-seq, 2 h LPS for RNA-seq. r Pearson correlation. Two-sided Pearson's product-moment correlation (null hypothesis: correlation = 0). Three biological replicates for RNA-seq and two biological replicates for GRO-seq. **b** The fraction of cells expressing *Il12b* by smRNA-FISH (top left) and the number of transcripts per cell (bottom left) are plotted for cells expressing at least five transcripts at the indicated time points after LPS activation of wild-type and *Rad21*^−/−^ macrophages. Numbers represent adjusted *P* values. Wilcoxon signed-rank test with Bonferroni correction for multiple testing. Example images are shown on the right. *N* = 40,941 cells, four independent biological replicates. **c** Left: heatmap of inducible macrophage genes^30^ detected by scRNA-seq in at least 20% of wild-type (grey) or *Rad21*^−/−^ macrophages (red). Middle: Fraction of cells with detectable transcripts for inducible genes. Right: The expression level of LPS-inducible transcripts in cells with detectable transcripts is plotted as ln(CPM +1). Numbers represent adjusted *P* values. Two-sided Wilcoxon signed-rank test with Bonferroni correction for multiple testing. *N* = 1362 cells. **d** Burst fraction and burst intensity measurements for inducible immune genes in wild-type (black) and *Rad21*^−/−^ macrophages (red). *N* = 11,8058 cells, 3–7 independent biological replicates.

### Transcript copy numbers scale with burst fraction

We used smRNA-FISH with exon probes to quantify the fraction of cells expressing inducible transcripts and the number of transcripts per cell, as exemplified for *Il12b* in Fig. 5b. *Rad21*^−/−^ macrophages showed a reduced faction of transcript-expressing cells compared to wild-type macrophages (Fig. 5b). In contrast, the number of transcripts per cell was similar for *Rad21*^−/−^ and wild-type macrophages (Fig. 5b). This indicates that the reduced expression of inducible transcripts in *Rad21*^−/−^ macrophages is primarily due to a reduced frequency of cells expressing *Il12b* transcripts.

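The targeted gene Rad21, on chromosome 15 of GRCm38 from 51962604 to 51993538, had transcripts in 25.9% of untreated wild-type cells (Clopper-Pearson interval 20.5 to 32.0), 26.9% at 2 h (20.7 to 33.9) and 18.7% at 8 h (14.1 to 24.0). In Rad21-/- cells the shares were 2.96% (1.29 to 5.75), 6.45% (3.38 to 11.0) and 5.80% (3.13 to 9.72). Thinned, the shares were 17.7%, 15.2% and 12.3% in wild-type and 2.24%, 2.60% and 2.96% in Rad21-/- cells. The median difference in share between Rad21-/- and wild-type cells over the inducible genes was -3.04 percentage points untreated (interval -3.58 to -2.61), -5.91 at 2 h (-6.99 to -5.38) and -8.03 at 8 h (-9.25 to -7.31). The share was lower in Rad21-/- cells for 275, 278 and 271 of the genes. Thinned to the same number of UMIs, the differences were -2.60, -3.68 and -11.1 points. None of the 10000 matched random lists had a lower median at any time point, thinned or not, and the median of these lists was -0.406, -1.08 and 6.63 points unthinned and -0.663, -0.238 and 2.00 thinned. Among the alternatives, giving each library pool equal weight moved the 2 h difference furthest, to -11.1 points. In that setting a pool of 1 cell of each genotype weighs as much as pools of at least 41. Within the 4 pools at 2 h with at least 10 cells of each genotype, the median differences ran from -8.70 to -4.88 points.

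The classes differed at 8 h, with -14.9 points in class F (interval -16.8 to -13.2), -14.2 in E (-16.7 to -13.0), -10.4 in D (-12.5 to -8.38), -1.14 in C (-2.85 to -0.566), -2.70 in A1+2 (-4.39 to -1.25) and 1.54 in class B (-0.636 to 4.45). After thinning these were -15.9, -15.0, -14.1, -4.54, -2.91 and -2.69 points in the same order. The 8 h value of class C was -0.442 without a library pool of 41 wild-type and 46 Rad21-/- cells and -2.38 without a pool of 48 and 44. That of class B ran from 0 to 2.44 when each pool was left out in turn. The order was another at 2 h, with -9.14 points in classes A1+2 and D, -6.45 in B and F, -5.11 in E and -3.76 in C. Thinned, the 2 h values were -7.36 in A1+2, -7.27 in D, -1.82 in B, -3.51 in F, -2.40 in E and -3.12 in C. Within 18 library pools that held at least 10 cells of each genotype, the median difference was below 0 in 7 of 8 untreated pools and was 0 in the other, and it was below 0 in 4 of 4 pools at 2 h and 6 of 6 at 8 h. The largest fall in share at 2 h was that of Peli1, on chromosome 11 from 21091283 to 21150327, with 75.8% of wild-type cells (interval 69.0 to 81.8) and 26.9% of Rad21-/- cells (20.7 to 33.9). Il12b was found in 30.1% of wild-type cells at 2 h (23.6 to 37.2) and 17.2% of Rad21-/- cells (12.1 to 23.4). Ifnb1 was found in 21.0% of wild-type cells (15.4 to 27.5) and in 3 Rad21-/- cells, or 1.61% (0.334 to 4.64). Not every gene went down, and Cd69 was found in 19.4% of wild-type cells and 41.9% of Rad21-/- cells at 2 h. After thinning, the 2 h shares in wild-type and Rad21-/- cells were 64.8% and 16.9% for Peli1, 21.2% and 7.14% for Il12b, 11.5% and 0.649% for Ifnb1 and 12.7% and 31.2% for Cd69. The level per positive cell also differed at 2 h with all UMIs, by -0.56 for Peli1, -0.34 for Il12b, -0.68 for Ifnb1 and 0.52 for Cd69. These values are on the natural log scale and have no interval, and that of Ifnb1 rests on 3 Rad21-/- cells.

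**Figure D3:**
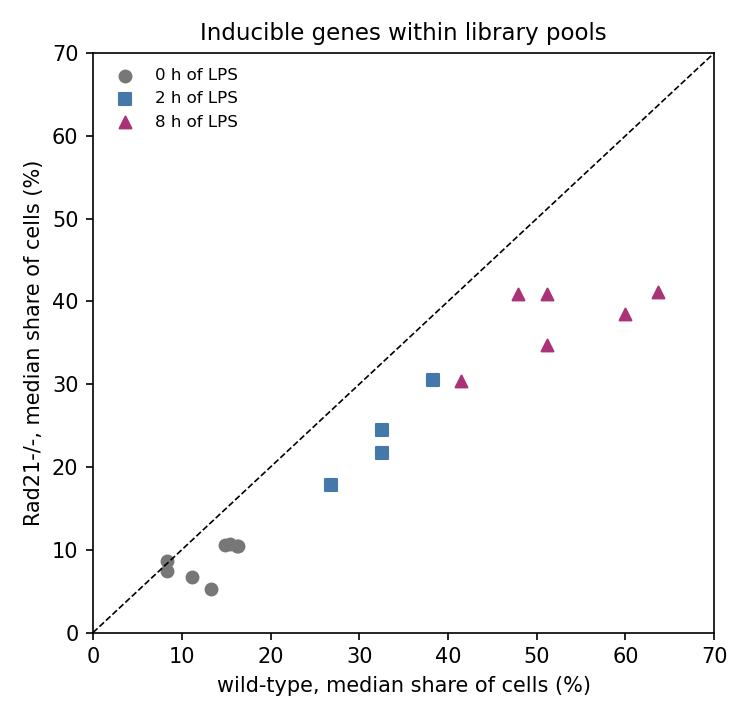
Median share of cells with transcripts over the inducible genes, in percent, for wild-type cells (x axis) and Rad21-/- cells (y axis) of the same library pool, with 1 point per pool and equality dashed. The median difference per gene was below 0 in 17 of the 18 pools.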

Consistent with these smRNA-FISH results, analysis by scRNA-seq showed that the frequency of individual cells expressing previously defined inducible transcripts^31^ was reduced in *Rad21*^−/−^ compared to wild-type macrophages, both at baseline and after LPS stimulation for 2 or 8 h (Fig. 5c). In contrast to the fraction of transcript-containing cells, the level of transcripts per cell was similar for wild-type and *Rad21*^−/−^ macrophages after 2 h of LPS stimulation.

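The level per positive cell at 2 h differed between Rad21-/- and wild-type cells by a median of -0.08 on the natural log scale (counting error 0.03), and was lower for 231 of 354 inducible genes. Without 1 library pool of 5 wild-type and 6 Rad21-/- cells it was -0.049, and without a pool of 46 cells of each genotype it was -0.13. Within pools of at least 10 cells of each genotype, the 2 h difference was below 0 in 3 of 4 pools and ran from -0.18 to 0.039, the latter in the pool of 46 cells of each genotype, and it was below 0 in 7 of 8 untreated pools and 6 of 6 pools at 8 h. Thinned, the 2 h difference was -0.042 (counting error 0.039). With all cells, the difference was -0.17 in untreated cells and -0.38 at 8 h, and -0.029 and -0.095 when thinned, where the untreated value lay within its counting error of 0.047. Thinning could not show median falls of -0.17 and -0.38, because a thinned positive cell cannot score below the level of 1 UMI. No matched random list had a median as low at any of these time points. The alternative that moved the 2 h value most was the mean UMI count without scaling to CPM, at -0.66, where the median of matched random lists was -0.49. In the split of the log2 ratio of mean CPM, the share part was -0.46 untreated, -0.40 at 2 h and -0.28 at 8 h, and the level part -0.20, -0.12 and -0.52. The order of both parts at 8 h changed with thinning, which gave a share part of -0.63 and a level part of -0.18. The level of 1 UMI also limits how far this thinned level part can fall.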

To examine the transcriptional parameters associated with the reduced fraction of *Rad21*^−/−^ macrophages expressing inducible genes, we used intron smRNA-FISH for *Egr2*, *Prdm1, Il12b*, *Ifnb1* and *Peli1*. In *Rad21*^−/−^ macrophages, inducible genes displayed reduced burst fractions, while burst intensities were only mildly affected (Fig. 5d). These results suggest that the reduced expression of inducible immune genes in *Rad21*^−/−^ macrophages at the population level was due primarily to a reduced probability of transcription, which led to a reduced fraction of cells expressing inducible immune genes.

### Transcriptional bursting is productive in the absence of cohesin

To examine whether cohesin controls the number of mature transcripts, we compiled mRNA counts for cytoplasmic transcripts and burst parameters for the inducible genes *Cxcl10, Ifit1, Ifnb1* and *Il12b*, and compared the log_2_ burst measures against the log_2_ mRNA mean counts for each replicate in wild-type and in *Rad21*^−/−^ macrophages. This analysis comprised a total of 77,482 cells from 76 samples, 38 for wild-type and 38 for *Rad21*^−/−^ macrophages (Fig. 6a). Mature transcript copy numbers were highly correlated with burst fractions both in wild-type and *Rad21*^−/−^ macrophages (Fig. 6a).

**Fig. 6:**
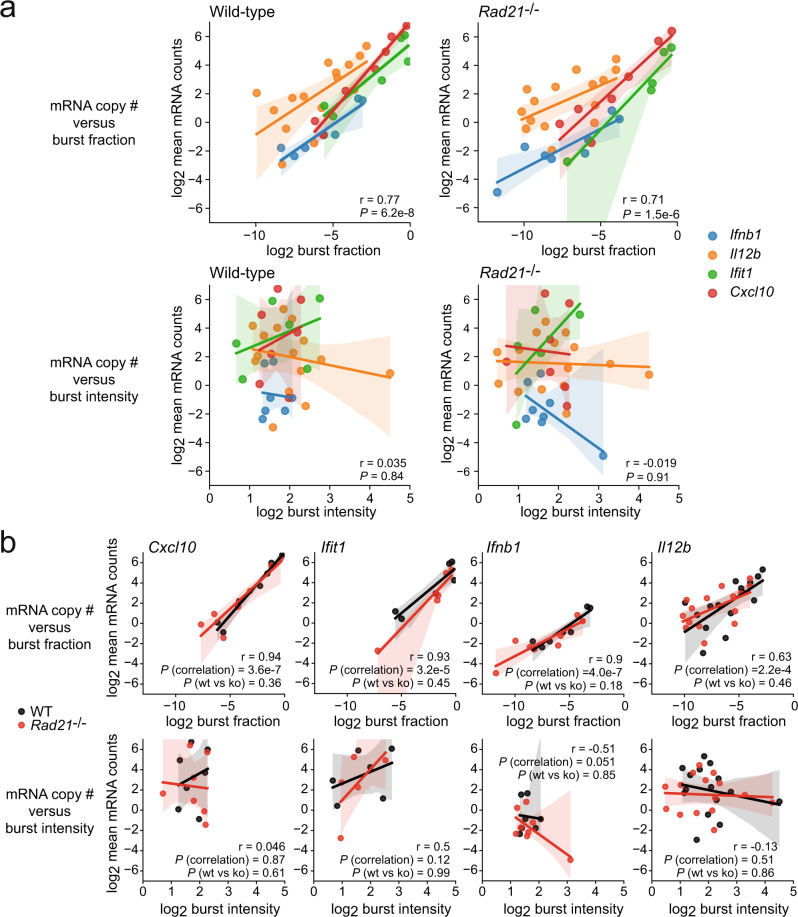
Transcriptional bursting is productive in the absence of cohesin. **a** Transcript copy number correlates with transcriptional burst fraction in the absence of cohesin. Transcript copy number, a burst fraction (top) and burst intensity (bottom) were determined for wild-type (left) and *Rad21*^−/−^ macrophages (right) as determined by smRNA-FISH using intronic probes for *Il12b* and exon probes for *Ifit1, Cxcl10*, and *Ifnb1*. Shown are individual replicates for each gene in wild-type and *Rad21*^−/−^ macrophages after 0, 30, 60, 90, 120 or 180 min of LPS stimulation. The overall correlation was tested. r Pearson correlation, error bands: 95% confidence interval. Two-sided Pearson's product-moment correlation (null hypothesis: correlation = 0). *N* = 78,747 cells, 3–4 independent biological replicates per transcript. **b** Transcript copy number, a burst fraction (BF, top) and burst intensity (BI, bottom) for wild-type (black) and *Rad21*^−/−^ macrophages (red) as in Fig. 4d. For each gene we tested the overall r: Pearson correlation, error bands: 95% confidence interval. Two-sided Pearson's product-moment correlation against the null hypothesis: correlation = 0). Statistical test for differences between wild-type and *Rad21*^−/−^ macrophages: two-way ANOVA in R with interaction formula l log_2_.mean.mRNA.counts ∼ log_2_. Burst fraction * Genotype + log_2_. Burst intensity * Genotype. N = 78,747 cells, 3–4 independent biological replicates per transcript.

We next addressed whether wild-type and *Rad21*^−/−^ macrophages produced the same number of *Cxcl10, Ifit1, Ifnb1* and *Il12b* transcripts for a given burst fraction over the range of burst fractions observed (Fig. 6b). For each gene, burst fraction and transcript copy number were highly correlated for both wild-type (black) and *Rad21*^−/−^ macrophages (red) (Fig. 6b). There were no significant differences in the relationship between burst fraction and transcript copy number for any of the genes examined (Fig. 6b). This analysis showed that even though *Rad21*^−/−^ macrophages showed reduced transcriptional burst fractions, they produced mature mRNAs in numbers proportional to the observed fraction of transcribing alleles. We further compared burst parameters observed in resting and LPS-activated wild-type and cohesin-deficient cells with transcriptional activity (GRO-seq, Supplementary Fig. 6a), and with the abundance of mature transcripts (RNA-seq, Supplementary Fig. 6b). Both transcriptional activity (GRO-seq) and the abundance of mature transcripts (RNA-seq) strongly correlated with the fraction of transcriptional bursting in both wild-type and *Rad21*^−/−^ macrophages (Supplementary Fig. 6). Taken together, these data indicate that cohesin is required for the initiation of transcriptional bursting, but, once initiated, the number of transcripts produced is a reflection of burst fraction, both in the presence and the absence of cohesin.

### Cohesin couples transcriptional burst fractions of inducible enhancers and their target genes

A subset of inducible enhancers characterised by the binding of *Irf*- and *Stat*- family transcription factors are dysfunctional in cohesin-deficient macrophages^9^. This is illustrated here for the *Ifnb1* L2 enhancer (Fig. 7a). However, of 1112 intergenic enhancers^31^ that were detectably transcribed by GRO-seq and showed significant induction after 1 h of LPS treatment in wild-type macrophages, the great majority (1048 of 1112 or 94.2%) were transcribed to at least wild-type levels in *Rad21*^−/−^ macrophages (adj. *P* > 0.05). Enhancers associated with *Il12b, Prdm1*, *Peli1* and *Egr2* were efficiently induced in *Rad21*^−/−^ as well as wild-type macrophages (Fig. 7a). The *Il12b* HSS1 enhancer, *Prdm1* enhancer and *Peli1* enhancer displayed higher burst fractions in *Rad21*^−/−^ compared to wild-type macrophages (Fig. 7a). The *Egr2* enhancer was significantly induced in *Rad21*^−/−^ macrophages, albeit to lower levels than in wild-type macrophages (Fig. 7a). In contrast to enhancer burst fractions, the promoter burst fractions of *Il12b*, *Prdm1* and *Peli1* were markedly reduced in *Rad21*^−/−^compared to wild-type macrophages (Fig. 7b). The promoter burst fraction of *Egr2* was more strongly reduced than the *Egr2* enhancer burst fraction in Rad21^−/−^ macrophages.

**Fig. 7:**
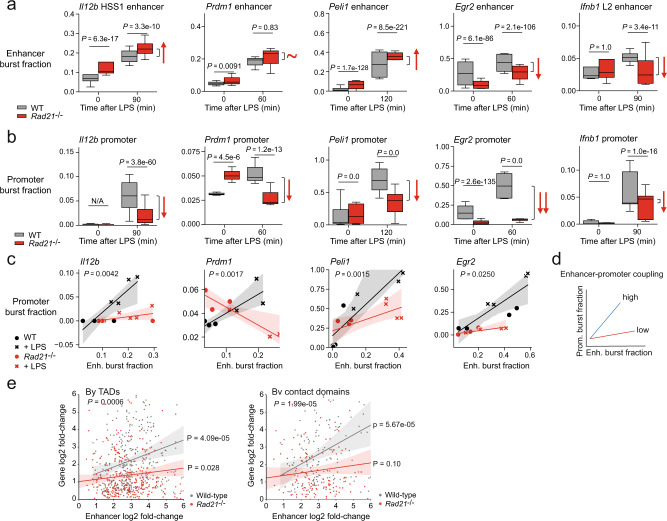
Cohesin couples transcriptional burst fractions of inducible genes and inducible enhancers. **a** Transcriptional burst fractions of the indicated enhancers in wild-type (grey) and *Rad21*^−/−^ macrophages (red). *N* = 135,185 cells, four independent biological replicates. **b** Transcriptional burst fractions of the indicated promoters in wild-type (grey) and *Rad21*^−/−^ macrophages (red). N = 135,185 cells, four independent biological replicates. **c** Transcriptional burst fractions of the indicated promoters and enhancers in wild-type (grey) and *Rad21*^−/−^ macrophages (red). Statistical test for the interaction: two-way ANOVA, two-sided (design formula: burst fraction gene ∼ burst fraction enhancer*Genotype), *P* values < 0.05 indicate that the relationship between enhancer and promoter burst fractions is different between *Rad21*^−/−^ and wild-type macrophages. *N* = 135,185 cells, four independent biological replicates. Error bands: 95% confidence interval. **d** Schematic: Relationship between transcriptional burst fractions of inducible genes and inducible enhancers. **e** Correlation between the LPS-induced transcription of inducible enhancers (GRO-seq enhancer log2 fold-change 1 h after LPS) and the transcription of protein-coding genes located in the same TADs (left) or contact domains (right) as the enhancers (RNA-seq gene log2 fold-change 2 h after LPS) in wild-type (grey) and *Rad21*^−/−^ macrophages (red). For TADs and contact domains with more than one enhancer, the mean fold-change is shown. TADs: Pearson correlation wild-type = 0.22, *P* = 4.09e-05. Pearson correlation *Rad21*^−/−^ = 0.12, *P* = 0.028. Two-way ANOVA Enhancer log2 fold-change:Genotype *P* = 0.00061. Contact domains: Pearson correlation wild-type = 0.32, *P* = 5.67e-05. Pearson correlation *Rad21*^−/−^ = 0.14, *P* = 0.10. Two-way ANOVA Enhancer log2 fold-change:Genotype 1.99e-05. Error bands: 95% confidence interval.

To quantify the observed defects in promoter activation we analysed the relationship between transcriptional burst fractions of genes and enhancers in wild-type and cohesin-deficient cells. In wild-type macrophages, enhancer activation was linked to efficient promoter activation (black in Fig. 7c), indicative of functional coupling between enhancers and promoters. *Rad21*^−/−^ macrophages showed a blunted increase of target gene transcriptional burst fractions, despite elevated burst fractions of the *Il12b* HSS1, *Prdm1*, *Peli1* and *Egr2* enhancers in response to activation signals (red in Fig. 7c), indicating that enhancer–promoter coupling was substantially weakened (*Il12b*, *Peli1*, *Egr2*) or lost completely (*Prdm1*) in the absence of cohesin (Fig. 7d).

We next asked whether cohesin has a role in coupling the activity of inducible enhancers to target gene transcription genome-wide. To this end, we analysed the LPS-induced transcription of canonical macrophage enhancers^31^ by GRO-seq (enhancer log2 fold-change, Fig. 7e) and the expression of protein-coding genes (RNA-seq, gene log2 fold-change, Fig. 7e) that were associated by 3D genome organisation at the level of TADs or contact domains. Wild-type macrophages showed a correlation between the transcription of enhancers and genes located in the same TADs (Fig. 7e left, r = 0.22 *P* = 4.09e-05) as well as contact domains (Fig. 7e right, r = 0.32, *P* = 5.67e-05). In contrast, as observed for the genes investigated by smRNA-FISH, cohesin-deficient macrophages showed a reduced correlation between the transcription of enhancers and genes located in the same TADs (Fig. 7e left, r = 0.12, *P* = 0.028) or contact domains (Fig. 7e right, r = 0.14, *P* = 0.01). The difference in the correlation between enhancer and gene transcription between wild-type and cohesin-deficient macrophages was significant at the level of both TADs (Fig. 7e left, *P* = 0.0006) and contact domains (Fig. 7e right, *P* = 1.99e-05). This analysis indicates that cohesin couples the activity of inducible macrophage enhancers to inducible macrophage genes genome-wide. Taken together with the smRNA-FISH data, these results show that the loss of cohesin uncouples transcriptional burst fractions of inducible genes from transcriptional burst fractions of inducible enhancers in innate immune cells and that enhancer-mediated gene activation involves discrete steps characterised by selective reliance on cohesin.

### Transcriptional bursts occur across a range of enhancer–promoter distances

A straightforward interpretation of these results would be that cohesin mediates enhancer–promoter coupling simply by decreasing the proximity between enhancers and promoters in 3D nuclear space. Although appealing, the view of cohesin as a mere provider of spatial proximity faces significant challenges: direct enhancer–promoter looping is neither strictly required, nor is it sufficient for the activation of target genes^40–44^, and many loci that undergo enhancer–promoter looping during active transcription can do so in the absence of cohesin across significant genomic distances of ~100 kb (refs. ^10,45–49^). Based on these and other considerations discussed more fully below, we set out to test the validity of the spatial proximity model of cohesin action in our experimental system.

Analysis of smRNA-FISH data showed that enhancer and promoter bursts occurred over a wide range of distances (Fig. 8, top). Even in the sub-micron range that contains enhancers and promoters on the same allele (see above), cumulative enhancer–promoter distances showed no—or at most minor—detectable differences between wild-type and cohesin-deficient cells (Fig. 8, bottom). The *Egr2* enhancer was slightly closer to the *Egr2* target gene in cohesin-deficient macrophages (genomic distance ~61 kb), and vice versa for *Peli1* (genomic distance ~43 kb). No significant differences were found for the *Prdm1* and *Il12b* enhancer-gene pairs (~198 and ~10 kb, respectively). These data show that transcriptional bursts can occur across a range of different enhancer–promoter distances. Furthermore, within the resolution limits of our experimental setup, enhancer–promoter distances are similar in wild-type and cohesin-deficient macrophages, suggesting that enhancer–promoter distances alone may not explain the role of cohesin in the functional coupling of enhancers and promoters.

**Fig. 8:**
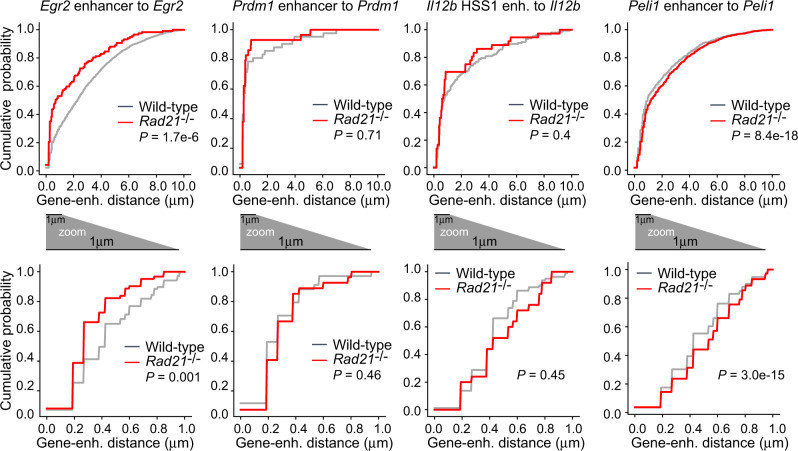
Similar enhancer–promoter distances in wild-type and cohesin-deficient macrophages. Cumulative distances between enhancer and promoter smRNA-FISH signals in LPS-activated macrophages at the indicated loci. Number of wild-type cells: 8382 (*Egr2*), 3985 (*Prdm1*), 16,604 (*Il12b*), 19,864 (*Peli1*), at least three biological replicates per locus. Number of *Rad21*^−/−^ cells: 7658 (*Egr2*), 3992 (*Prdm1*), 7352 (*Il12b*), 18,600 for *Peli1*), at least three biological replicates per locus. Top: all observed distances. Number of wild-type gene-enhancer pairs: 1754 (*Egr2*), 59 (*Prdm1*), 370 (*Il12b*), 5004 (*Peli1*). Number of *Rad21*^−/−^ gene-enhancer pairs: 128 (*Egr2*), 35 (*Prdm1*), 43 (*Il12b*), 4288 (*Peli1*). Bottom: Distances up to 1 μm. Number of wild-type gene-enhancer pairs: 534 (*Egr2*), 23 (*Prdm1*), 116 (*Il12b*), 1440 (*Peli1*). Number of *Rad21*^−/−^ gene-enhancer pairs: 52 (*Egr2*), 20 (*Prdm1*), 19 (*Il12b*), 956 (*Peli1*). *P* values < 0.05 indicate that two cumulative distributions are different by the two-sided Kolmogorov–Smirnov test.

### Non-additive effects of cohesin and BD2 perturbations

We considered a potential involvement of BET proteins, since (i) human mutations in cohesin genes and in BRD4 cause related pathology^50–52^, and (ii) either BET inhibition or targeted degradation of BRD4 abrogate transcription but leave enhancer–promoter contacts intact^53^. We used the BD1-selective small molecule inhibitor GSK778, which largely phenocopies pan-BET inhibitors, as well as the BD2-selective inhibitor GSK046, which has more limited effects on steady-state transcription^54^. BD1 and BD2 inhibitors primarily affected burst fractions rather than burst intensities (Fig. 9a). Selective inhibition of either BD1 or BD2 significantly blunted the LPS-induced increase of *Egr2* enhancer and *Egr2* promoter burst fractions in wild-type macrophages (Fig. 9a). Interestingly, selective inhibition of BD2 allowed for full LPS induction of burst fractions at the *Il12b* HSS1 enhancer, but significantly inhibited *Il12b* promoter burst fractions (Fig. 9a). Selective inhibition of BD2 therefore in effect uncoupled the *Il12b* HSS1 enhancer from the *Il12b* promoter, reminiscent of the uncoupling of enhancer and promoter bursting observed in cohesin-deficient macrophages. To ask whether cohesin and BD2 might converge on a shared pathway we explored the impact of selective BD inhibitors on burst fractions in wild-type and cohesin-deficient macrophages. Selective BD1 inhibition reduced promoter burst fractions in wild-type and in both cohesin-deficient macrophages. Interestingly, however, selective inhibition of BD2 reduced *Egr2* and *Il12b* promoter burst fractions in wild-type, but not in cohesin-deficient macrophages (Fig. 9b). Hence, BD2 inhibition reduced *Egr2* and *Il12b* transcriptional burst fractions in the presence of cohesin, but had no additive effect to the loss of cohesin in *Rad21*^−/−^ macrophages. This finding suggests the possibility that cohesin and BD2 may act in a shared pathway.

**Fig. 9:**
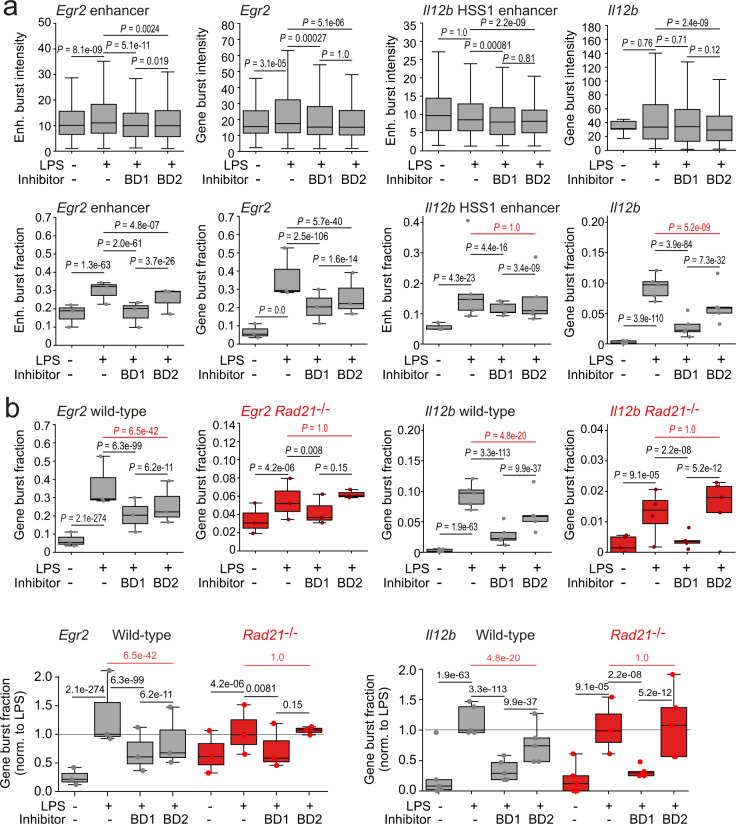
Perturbations of cohesin and the second BET bromodomain BD2 have non-additive effects on burst fractions. **a** Transcriptional burst fractions of the *Egr2* enhancer, *Egr2*, the *Il12b* HSS enhancer and *Il12b* in wild-type macrophages 1 h after LPS activation in the presence of the BD1-selective inhibitor GSK778 (1μM), the BD2-selective inhibitor GSK046 (1 μM), or carrier (DMSO). *Egr2* enhancer *Egr2*: *n* = 12,032 cells, three independent biological replicates. *Il12b* HSS enhancer *Il12b*: *n* = 17,610 cells, 3–5 independent biological replicates. **b** Transcriptional burst fractions of *Egr2* and *Il12b* in wild-type (data as in **b**) and *Rad21*^−/−^ macrophages 1 h after LPS activation in the presence of the BD1-selective inhibitor GSK778 (1μM), the BD2-selective inhibitor GSK046 (1 μM), or carrier (DMSO). *Egr2*: *n* = 12,032 wild-type and 9097 *Rad21*^−/−^ cells, three independent biological replicates. *Il12b*: *n* = 28,863 wild-type and 23,155 *Rad21*^−/−^ cells, 3–5 independent biological replicates.

Cohesin is essential for genome integrity during the cell cycle^39^, and DNA damage and repair have been proposed as one potential pathway linking mutations in cohesin-related genes to a CdLS-associated Y430C mutation in the BD2 of BRD4 (Ref. ^55^). In rapidly dividing mouse embryonic stem cells, corresponding BD2 mutations caused a delay in cell cycle progression, susceptibility to DNA damage, and delayed DNA damage repair^55^. We, therefore, examined cell cycle- and DNA damage-related pathways in wild-type and *Rad21*^−/−^ macrophages.

Genes related to DNA damage, DNA repair and the cell cycle were downregulated in response to LPS activation in both wild-type and *Rad21*^−/−^ macrophages (Supplementary Fig. 7a). Other than that, *Rad21*^−/−^ macrophages showed no significant enrichment of gene ontology terms related to DNA damage, DNA repair or the cell cycle in either resting or LPS-activated conditions (Supplementary Fig. 7a). Gene set enrichment analysis of Hallmarks related to DNA damage and the cell cycle^56^ (MSigDB) revealed no major differences between wild-type versus *Rad21*^−/−^ macrophages (Supplementary Fig. 7b). *Rad21*^−/−^ macrophages showed reduced expression of G2M checkpoint and E2F targets compared to wild-type at 2 h after LPS activation, and marginally higher expression at late time points not used in our smRNA-FISH experiments. Genes that are downregulated during the response to UV damage were marginally upregulated in resting *Rad21*^−/−^ macrophages. Inflammatory pathways are known to be downregulated in *Rad21*^−/−^ macrophages and are shown as a control (Supplementary Fig. 7b). The absence of DNA damage or cell cycle effects is consistent with the quiescent state of mature macrophages (~90% G1) and the lack of p53 target gene activation in *Rad21*^−/−^ macrophages noted in our previous work^9^. Taken together, these results indicate that the pathways shared by cohesin loss and BD2 inhibition in macrophages are unrelated to DNA damage.

## Discussion

Here we dissect the regulation of burst parameters in inducible gene transcription and the cooperation between enhancers and their target genes. We show that inducible immune genes and enhancers in primary mouse macrophages are regulated predominantly by the fraction of transcriptional bursting, while burst intensities remain largely unchanged. We extend previous observations that inducible immune genes show heterogeneous expression at the single cell level by scRNA-seq (ref. ^38^) by demonstrating that cohesin loss altered the frequency of cells that express inducible immune gene transcripts, rather than the level of expression per cell. Consistent with these results, smRNA-FISH showed that loss of cohesin predominantly reduced burst fractions, while burst intensities were largely unaffected.

Inducible immune gene expression during the LPS response of macrophages is transient and involves a chain of hierarchical events that alter mRNA distributions dynamically. Therefore, these distributions cannot be assumed to be in steady-state, especially at early time points^30^. During this transient response, the expression of many inducible immune genes is biphasic^38^, indicating that only a subset of cells activates the expression of a given gene during any one activation cycle. In this setting, cell to cell variability likely reflects the probability of a gene turning on at least once during the activation cycle, and the smRNA-FISH burst fraction captures the probability of alleles initiating transcription. Despite the observed increase in enhancer burst fractions in response to activation, loss of cohesin reduced coupling of enhancer and target gene bursting. Accordingly, scRNA-seq data and smRNA-FISH counts in cohesin-deficient macrophages show a reduction in the frequency of transcript-expressing cells, rather than in transcript copy number per cell. These observations are reminiscent of models where enhancer function affects the probability rather than the level of gene expression^57^ and support the notion that cohesin couples target gene transcription to enhancer activity.

A simple interpretation of these results would be that cohesin mediates enhancer–promoter coupling by increasing the proximity between enhancers and promoters in 3D nuclear space. Consistent with this model, enhancers are major determinants of promoter burst frequency^15,58,59^, DNA looping is known to predominantly affect burst frequencies^58–60^, and cohesin loss has previously been linked to altered promoter burst frequencies in HCT-116 cells^8^. While appealing, the interpretation of cohesin as a mere enhancer–promoter glue faces several challenges: First, while enhancer–promoter looping is sufficient to activate transcription of certain genes^57,61,62^, direct enhancer–promoter looping appears to be neither strictly required nor sufficient for the activation of target genes^40–43^. For example, transcriptional bursting of *Sox2* appears uncorrelated with enhancer–promoter proximity^41,44^. Second, while active transcription of genes like *Shh*, *Fos*, and *Arc* is clearly associated with enhancer–promoter looping^10,45,46^, contacts between enhancers and promoters at these^10,45^ and other genes^47–49^ occur robustly in the absence of cohesin across distances as far as ~100 kb. Third, promoter capture Hi-C in RAD21-depleted HeLa cells indicates that contacts in the range of 10–100 kb are often retained, while contacts in the range of 100 kb and 1 Mb are mostly lost^63^. In agreement with these findings, enhancer and promoter bursts occurred over a range of distances in our experimental system. Within the resolution limits of our experimental system, cumulative enhancer–promoter distances showed little—if any—differences between wild-type and cohesin-deficient cells.

Selective inhibition of the BD2 bromodomain by GSK046 reduced gene transcription, but not enhancer activity at the *Il12b* locus. This phenocopies the impact of cohesin depletion and implicates BD2 as well as cohesin in the functional coupling between enhancer activity and target gene transcription. Moreover, BD2 inhibition reduced *Egr2* and *Il12b* transcriptional burst fractions in wild-type macrophages but had no additive effect to the loss of cohesin in RAD21-deficient macrophages. Taken together with the observation that inducible genes appear to be particularly dependent on both BD2 (ref. ^54^) and cohesin^9,10^, these findings point to similarities between cohesin and BD2. To complement the inhibitor data presented here, future experiments will address the impact of BD2 mutations on transcriptional burst parameters.

Human CdLS is mainly associated with mutations in cohesin-related genes^50^. Strikingly, a missense mutation in the BD2 bromodomain of BRD4 causes CdLS-like developmental abnormalities^51^. Cell cycle delay, susceptibility to DNA damage, and defective DNA repair have been proposed as shared pathways triggered by mutations in cohesin-related genes and in BD2 (Ref. ^55^). Our analysis shows that in quiescent macrophages, loss of cohesin does not trigger cell cycle- or DNA damage-related pathways. Our results do not question the observation that mutations in cohesin-related genes and in BD2 can lead to cell cycle aberrations and DNA damage in rapidly proliferating cells^55^. They do, however, show that neither cell cycle aberrations nor DNA damage are required for the shared effects of cohesin and BD2 on transcription.

BET proteins can impact transcription by a variety of mechanisms, which include RNA polymerase pause release and transcriptional elongation^64–66^, as well as modulation of eRNA transcription and enhancer activity^32,66–68^. The availability of selective BD inhibitors and the identification of BD2 mutations in human disease^51^ provide a path for future studies to link specific BET functions to specific protein domains. Such studies will be motivated not only by the desire to dissect the regulation of transcription but also by the relevance of BET proteins to human development^51,52^ and cancer^54,64,65^. In this regard, mapping the mechanisms that functionally link BET proteins and cohesin is important for understanding the selective advantage of somatic cohesin mutations in haematopoietic malignancies and solid tumours^69^. In summary, our results delineate cohesin-dependent and -independent steps in enhancer-driven gene activation. Cohesin functionally couples the burst frequencies of inducible enhancers and promoters by mechanisms beyond spatial proximity.

## Methods

### Mice and cell culture

Mouse work was performed according to the Animals (Scientific Procedures) Act Mouse work was done under a project licence issued by the UK Home Office, UK following review by the Imperial College London Animal Welfare and Ethical Review Body (AWERB). Bone marrow cells from *Rosa*26-ERt2Cre *Rad21*^WT/WT^ or *Rad21*^lox/lox^ mice^9^ on a mixed C57BL/6 129 background were cultured in complete DMEM medium (10% FCS, 1% Penicillin-Streptomycin, 0.05 mM β-mercaptoethanol, 2 mM l-glutamine, 1 mM Na Pyruvate), 20% L929-conditioned media. Cre was induced on day 4 by 200 nM 4-hydroxy tamoxifen (Sigma-Aldrich H7904). Macrophages were stimulated on day 7 with 10 ng/ml of LPS from *Salmonella typhosa* (Sigma-Aldrich L7895). Where indicated, 1 μm GSK778 or GSK046 or carrier (DMSO) were added at the same time as LPS.

### Immunoblots

Cell lysates were separated by SDS-PAGE on 7.5% gels (100 V, 90 min) and transferred to nitrocellulose membranes (90 V, 90 min). Membranes were blocked with 5% milk in Tris-buffered saline (TBS) with 0.1% Tween-20 and incubated with primary antibodies against RAD21 (Abcam 154769, 1/1000) and Tubulin (Sigma T9026, 1/1000) in TBS 3% milk overnight at 4 °C, washed 3x in TBS, incubated with Alexa fluor 680 goat anti-rabbit (Life Technologies A21109 1/10.000) to detect RAD21 or Alexa fluor 680 goat anti-mouse (Life Technologies A21057, 1/10.000) to detect Tubulin for 1 h at 4 °C, washed 3x in TBS, imaged (LI-COR Biosciences) and analysed (Image Studio Lite, LI-COR Biosciences).

### Immunofluorescence staining and confocal microscopy

Sterile 13 mm coverslips were seeded with 2 × 10^5^ cells and kept in a cell culture incubator at 37 ^◦^C overnight. Coverslips were washed with PBS and fixed for 5 min with 300 μL ice-cold 100% methanol at room temperature followed by three washes with PBS and stored at 4 °C overnight. Cells were permeabilised with 200 μL/sample 0.5% Triton X-100 in PBS for 10 min, incubated with 10% serum for 30 min, and primary antibody incubation was performed at 4 °C overnight using RAD21 (Abcam ab154769) 1:500 in 10% serum. Cells were washed three times with PBS and secondary antibody incubation was performed with goat α-rabbit 488 (Invitrogen A11034 1:500) for 1 h at room temperature. Confocal stacks were acquired in Leica SP8 microscope with a voxel size of 0.144 × 0.144 × 0.99 μm, ×40 oil objective). For the analysis, nuclei and cell outlines were identified from maximum projections by CellProfiler v2.2.0 (ref. ^70^) as primary and secondary objects. To normalise variable levels of background, RAD21 expression for each cell was defined as the mean nuclear intensity of the antibody channel minus the cytoplasmic mean. Example images were filtered to remove speckle background noise using a CellProfiler filter.

### smRNA-FISH

Cells were seeded at a density of 2 × 10^5^ per 13 mm coverslips or 1 × 10^5^ per well in eight well chamber slides (Ibidi, 80826), kept in a cell culture incubator at 37 ^◦^C overnight, and activated with LPS where indicated. In experiments using exon probes, cells were stained with CellTracker (Invitrogen C34552 or C2925, 5 nM, 15 min, 37 °C) to facilitate the assignment of cytoplasmic smRNA-FISH signals to individual cells. Locus-specific exon, intron or enhancer smRNA-FISH probes (Supplementary Table 1) and View RNA ISH cell assay kits (QVC0001) were purchased from Affymetrix and used as advised by the manufacturer. To increase throughput, we used the QuantiGene View RNA HC Screening Assay (QVP0011, Affymetrix) protocol on chamber slides with the following modifications: First, volumes were doubled. PBS buffers contained 2 nM of an RNAse inhibitor (Ribonucleoside Vanadyl Complex, NEB S1402S). Cells were fixed in 4% formaldehyde + 2.5% of Glacial Acetic Acid to detect nuclear transcripts. Chamber slides were stained with DAPI (Thermo Scientific, 62248) 1:3000 in PBS for 5 min at room temperature. Coverslips were mounted using ProLong™ Gold Antifade with DAPI (Thermo Scientific, P36931). Samples were stored at 4 °C and imaged within 5 days.

### smRNA-FISH image acquisition and analysis

Coverslips were imaged using a Leica TCS SP8 inverted microscope with an oil immersion 40×/1.30 NA. For each sample, 15 to 30 imaging fields were selected manually with a pixel size of 101.4 nm and a z-step size of 300 nm. Image analysis used the MATLAB version of CellProfiler (v1.0.0) with specific image-based transcriptomics modules^71,72^ for nuclei, cytoplasm and dot identification.

To increase throughput, chamber slides were imaged with a Leica TCS SP5 inverted microscope with a dry 20 × /0.75 NA with a pixel size of 189 nm and a z-step size of 500 nm. The combination of a dry objective, chamber slides and MatrixScreener software allowed imaging of up to eight samples per night. The Leica TCS SP5 was used in resonant mode with a bidirectional scan, with a line average of 8–16 to reduce noise. Imaging fields were selected automatically, with human supervision only to ensure that cells were present. Fluorescence reflection was used for automatic focusing. Nuclei and cell outlines were identified from maximum projections using CellProfiler v2.2.0 modules as primary and secondary objects^70^. A size filter was applied to avoid scoring cell clusters as individual cells. Outlines were visually inspected, and then loaded in FISHQuant v3a (ref. ^73^). FISHQuant counted mRNA molecules by fitting 3D Gaussian in the 3D stacks.

### Identification, quantification, and locus assignment of transcriptional bursts

During a transcriptional burst, active TSSs accumulate signals that are brighter than individual transcripts. Burst intensities were estimated as the ratio between the integrated intensity of pixels at the TSS and the same area around averaged individual transcripts. Enhancers and TSSs were assigned to alleles based on distance (1 μm) using a custom Julia script (Julia v1.6, https://github.com/IreneRobles/TSSs). The expected co-occurrence of transcriptional bursts was calculated as the probability of one multiplied by the other. TSS-TSS distances were determined based on xy coordinates. Chromatic aberration was measured at centroid distances using 0.1 µm TetraSpeck™ microspheres and was 90.8 nm between 488 and 633 nm (*Ifnb1 - Ifnb1* L2 enhancer), 102.3 nm between 561 and 488 nm (*Il12b - Il12b* HSS1 enhancer and *Peli1-Peli1* enhancer), and 41.4 nm between 561 and 633 nm (*Prdm1 - Prdm1* enhancer). In each case, the chromatic aberration was smaller than the xy pixel size of 189 nm, and the data was not corrected for chromatic aberration.

### Burst size and burst frequency based on the moments of mRNA distribution

To infer mean μ and variance σ^2^, 50 cells were sampled from each distribution 1000 times. Burst size was calculated as *b*_*m*_ = *σ*^2^*/μ* and burst frequency as *f*_*m*_ = *μ/(b*_*m*_*−1)*.

### RNA-seq analysis

100 bp paired-end RNASeq reads were aligned to mouse genome mm9 using Tophat2 (ref. ^74^) with arguments *'–library-type fr-first strand -b2-very-sensitive -b2-L 25'* with gene annotation from Ensembl version 67. Read counts on genes were summarised using HTSeq-count (ref. ^75^). The RUVseq Bioconductor package was applied with RUV k = 3 (1.18.0; ref. ^76^) for ERCC spike-ins and replicate samples as controls. Differentially expressed genes were identified by DESeq2 (ref. ^77^).

### GRO-seq analysis

GRO-seq libraries were sequenced as 50 bp single-end reads in two biological replicates. The ten most 3′ bases were discarded based on fastqc quality assessment. Reads were aligned to mouse genome mm9 using bowtie with arguments '-l 30 -m 10 -n 2 –trim3 10'. Read counts on enhancers were computed using the summarizeOverlaps function from GeomicAlignments R Package. Differentially transcribed enhancers were identified using DESeq2.

### scRNA-seq

WT and Rad21-deficient macrophages were sorted by flow cytometry into 386 well plates, and MARS-Seq libraries^78^ were prepared and sequenced using two-level indexing of 192 cells per pool and multiple pools per sequencing lane. Sequencing was carried out as paired-end reads, wherein the first read contains the transcript sequence and the second read the cell barcode and UMIs. A quality check of the generated reads was performed with the FastQC quality control suite. Samples that reached the quality standards were then processed to deconvolute the reads to single-cell level by de-multiplexing according to the cell and pool barcodes. Reads were filtered to remove polyT sequences. Sequencing reads from human, mouse, or canine cells were mapped with the RNA pipeline of the GEMTools 1.7.0 suite^79^ using default parameters (6% of mismatches, minimum of 80% matched bases, and minimum quality threshold of 26) and the genome references for human (Gencode release 24, assembly GRCh38.p5), mouse (Gencode release M8, assembly GRCm38.p4), and dog (Ensembl v84, assembly CanFam3.1). The analysis of spike-in control RNA content allowed us to identify empty wells and barcodes with more than 15% of reads mapping to spike-in artificial transcripts were discarded. Cells with less than 60% of reads mapping to the reference genome or more than 2 × 10^6^ total reads were discarded. Gene quantification was performed using UMI-corrected transcript information to correct for amplification biases, collapsing read counts for reads mapping on a gene with the same UMI (allowing an edit distance up to two nucleotides in UMI comparisons). Only unambiguously mapped reads were considered. Genes not expressed in at least 5% of the cells were discarded.

### Statistical analysis

Pearson correlation tests were done with the cor.test function in R. To test significant changes in event frequency across replicates we used a Cochran–Mantel–Haenszel test with replicate as strata variable in R. Bonferroni correction for multiple testing was implemented in MutipleTesting.jl Julia package. To test significant changes in distribution values across replicates, we used one-way ANOVA with Tukey HSD correction in R. To test whether the relationship between two variables differs between conditions we implemented two-way ANOVA in R.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

scRNA-seq data generated for this study have been deposited at the Gene Expression Omnibus (GEO) under accession code GSE190622. smRNA-FISH images generated for this study have been deposited at the EMBL-EBI BioImage Archive under accession code S-BIAD338. The GRO-seq, RNA-seq, H3K27ac ChIP-seq data^9^ used in this study are available in the GEO database under accession code GSE108599. Macrophage Hi-C data used in this study are available in the GEO database under accession code GSE115524. PU.1 ChIP-seq data^80^ used in this study are available in the GEO database under accession code GSE56121. STAT2 ChIP-seq data^80^ used in this study are available in the GEO database under accession code GSE56123. IRF3 ChIP-seq data^81^ used in this study are available in the GEO database under accession code GSE67343. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Cohesin couples transcriptional bursting probabilities of inducible enhancers and promoters
**Source:** Nat Commun. 2022 Jul 27;13:4342. doi: 10.1038/s41467-022-31192-9
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **Cohesin couples transcriptional bursting probabilities of inducible enhancers and promoters**

Irene Robles-Rebollo, Sergi Cuartero, Adria Canellas, Sarah Wells, Mohammad M Karimi, Elisabetta Mereu, Alexandra G Chivu, Holger Heyn, Chad Whilding, Dirk Dormann, Samuel Marguerat, Inmaculada Rioja, Rab K Prinjha, Michael PH Stumpf, Amanda G Fisher, Matthias Merckenschlager

## Supplementary Figures

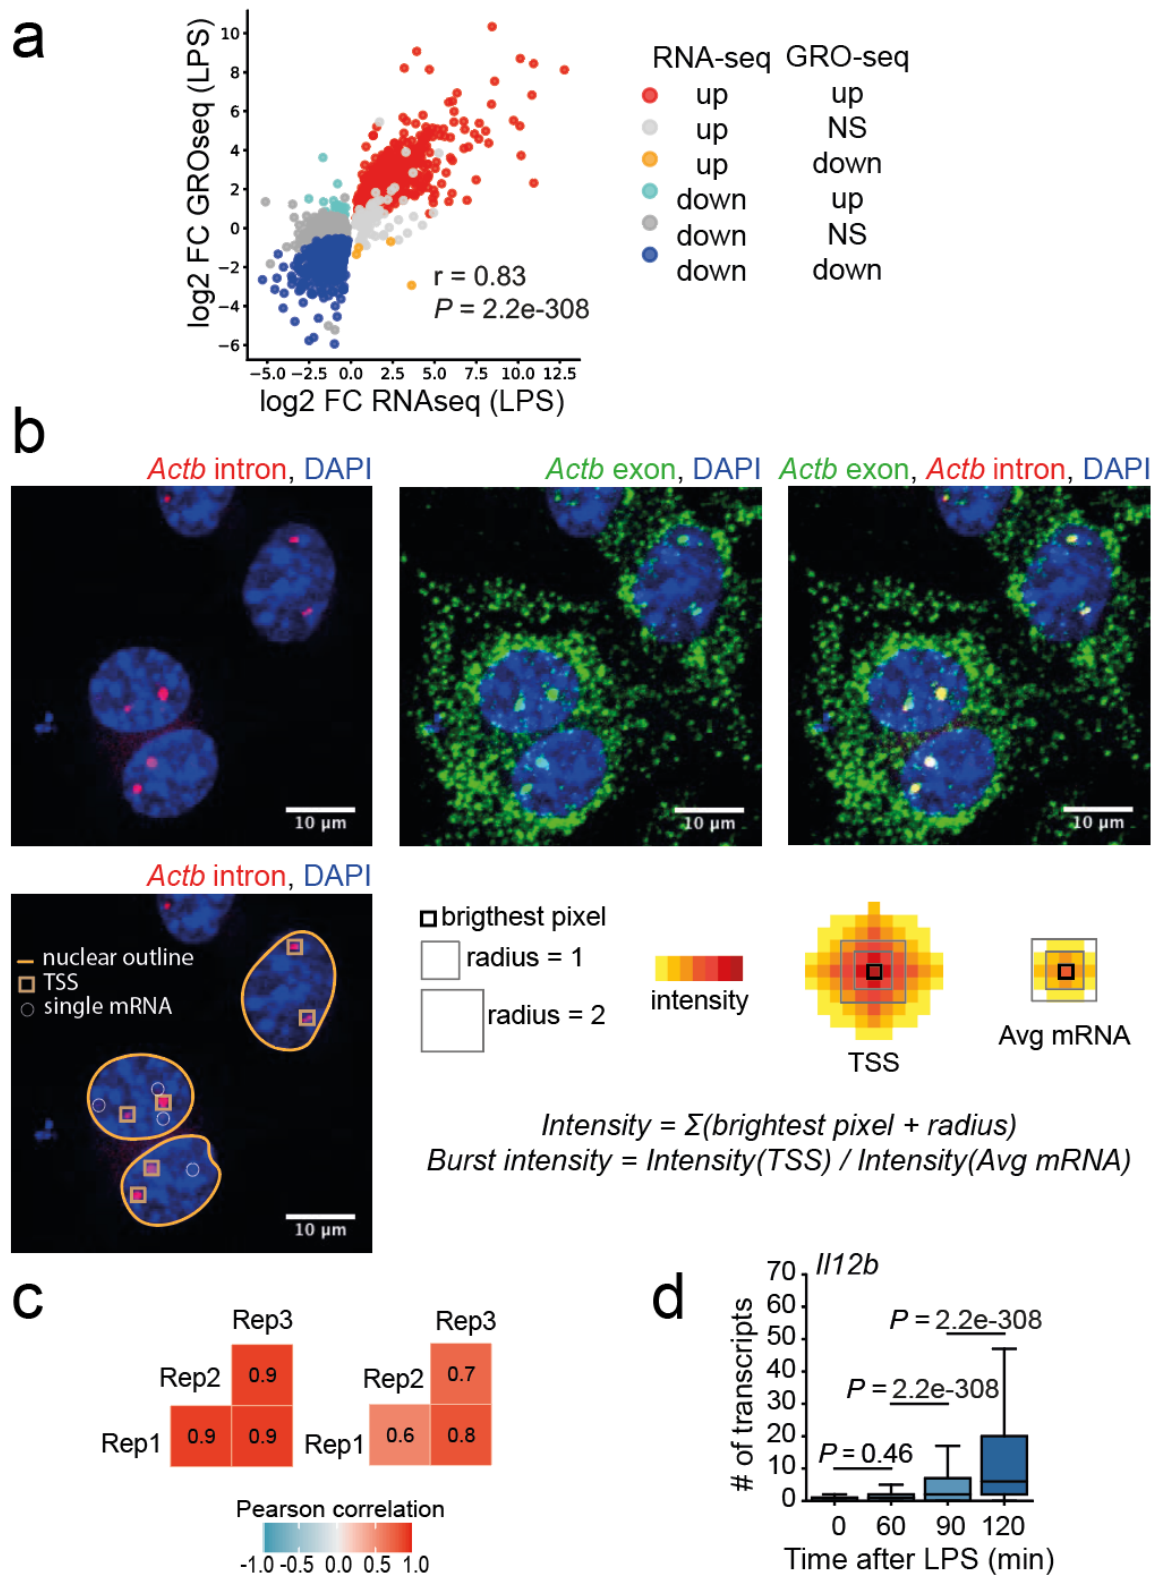

Supplementary Figure 1. smRNA-FISH approach and validation.

a) Correlation between  $\log_2$  fold changes in gene expression between untreated and LPS-treated macrophages by RNA-seq (2h LPS versus untreated) and GRO-seq (1h LPS versus untreated). NS: not significant.  $r$  = Pearson correlation. Two-sided Pearson's product-moment correlation, null hypothesis: correlation = 0. Three independent biological replicates for RNA-seq, 2 independent biological replicates for GRO-seq.

b) Identification of transcription start sites and burst measurements illustrated using *Actb* intron and exon smRNA-FISH as an example. Nuclear outlines identified by CellProfiler, transcription start sites and individual transcripts identified by FISHQuant. Mature macrophages are quiescent diploid cells, and up to two bursts for each probe are assigned per nucleus. Burst intensity is determined as the integrated intensity of the brightest pixel plus a radius of 1 or 2 pixels divided by the integrated intensity of the same area of the averaged individual mRNA image.

c) Correlation between smRNA-FISH replicates. Set 1: *Il12b*, *Stat1*, *Actb*: 3 independent biological replicates with a total of 8899 cells (left), set 2: *Cd40*, *Tnf*, *Atf3*: 3 independent biological replicates,  $n = 12372$  cells (right).

d) Accumulation of transcript copy numbers of inducible genes with time after LPS activation. P values determined by Tukey HSD test (ANOVA design formula ~ Sample + Replicate), 2-sided, and adjusted for multiple testing.  $N = 24160$  cells, 4 independent biological replicates.

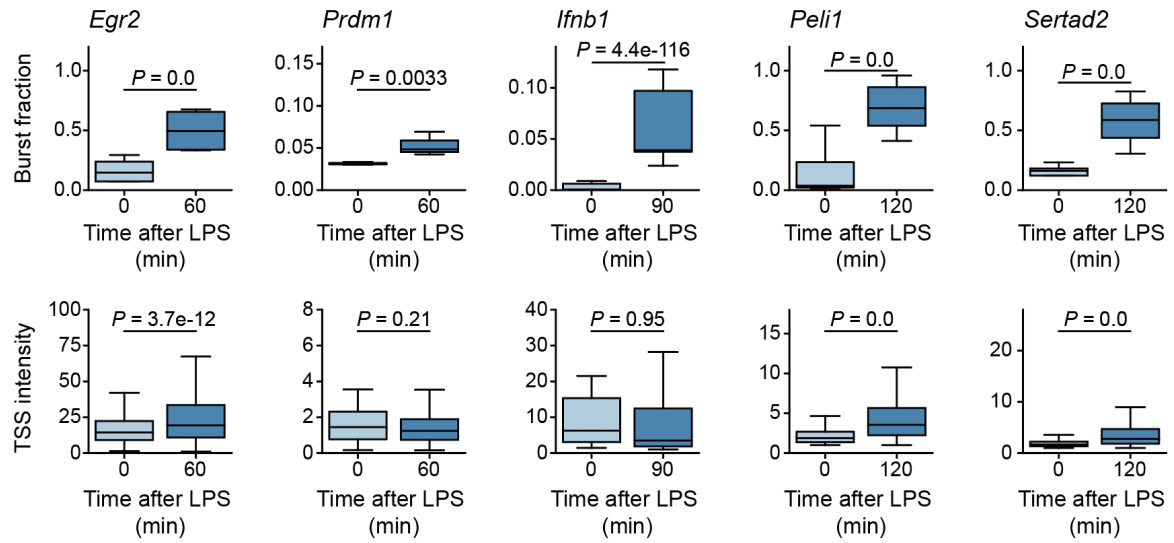

**Supplementary Figure 2. Inducible expression of *Egr2*, *Prdm1*, *Ifnb1*, *Peli1* and *Sertad2* is regulated primarily by the fraction of actively transcribing alleles**

Box plots of smRNA-FISH measurements of burst fraction (top) and burst intensity (bottom). N = 68286 cells, 3-7 independent biological replicates per transcript.

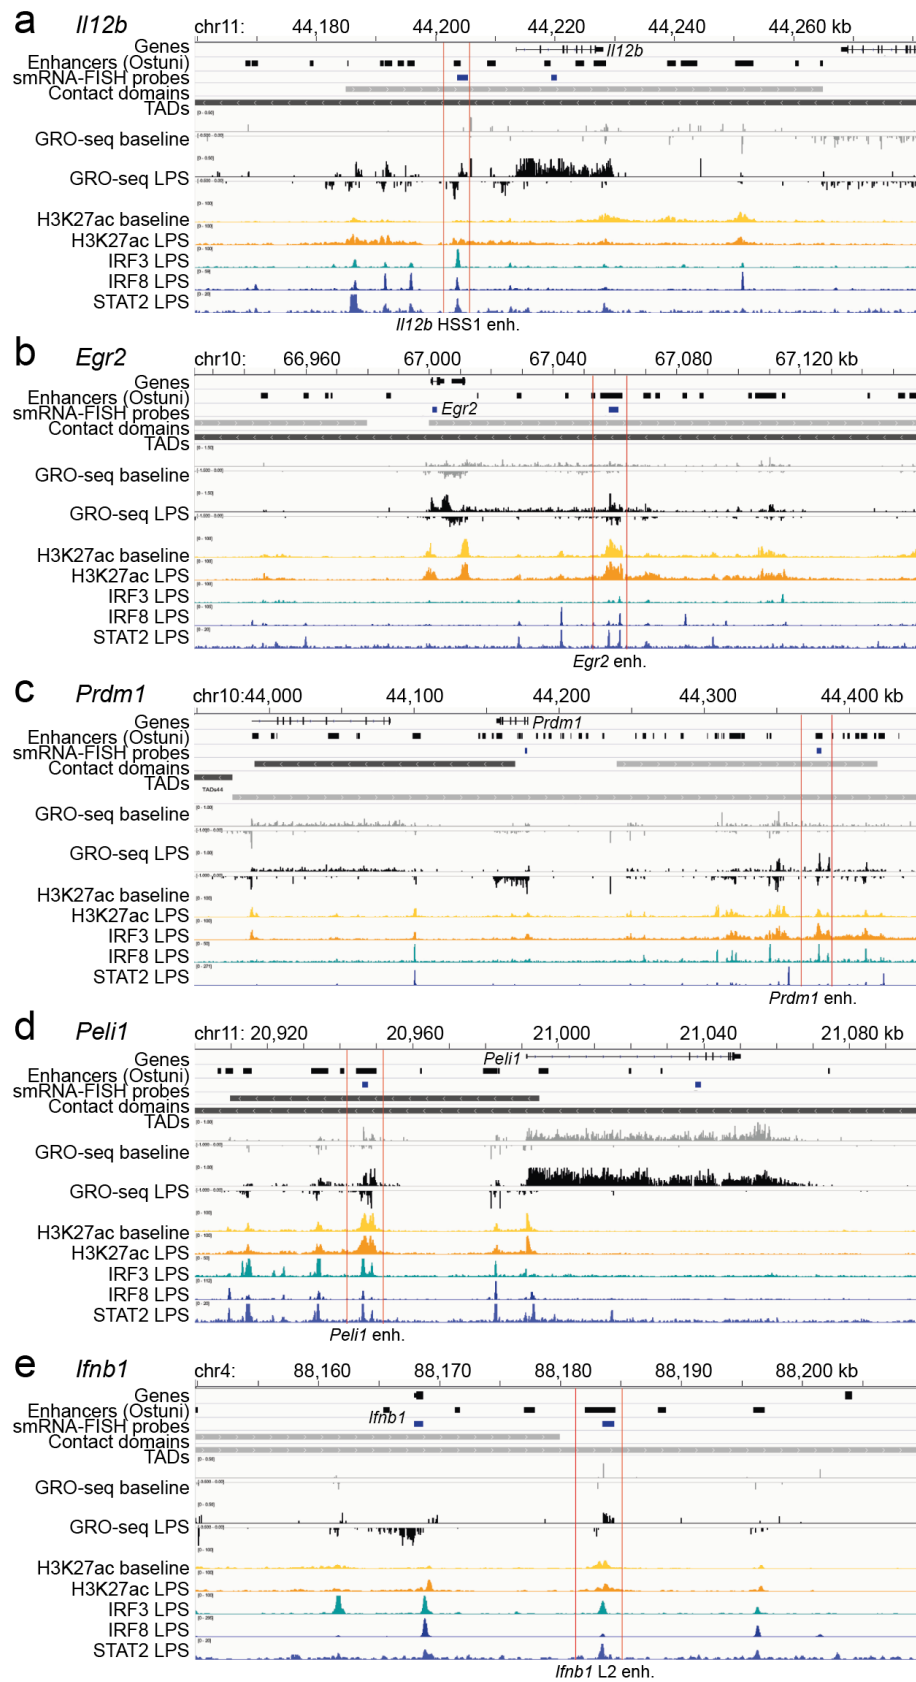

**Supplementary Figure 3. Inducible enhancers associated with smRNA-FISH target genes.**

We identified enhancers<sup>31</sup> that are both detectable by GRO-seq and show significant change between baseline and 1h LPS treatment of wild-type macrophages. This analysis identified 1112 inducibly transcribed enhancers in wild-type macrophages. Of these inducible enhancers, 1048 remained intact and 64 were downregulated (adj  $P < 0.05$ ) in *Rad21*<sup>-/-</sup> macrophages. Inducible enhancers located in the same TADs as smRNA-FISH target genes remain largely intact in cohesin-deficient macrophages. The Figure shows IGV screenshots of the TADs containing *Il12b*, *Egr2*, *Prdm1*, *Peli1* and *Ifnb1*. Intergenic macrophage enhancers are indicated<sup>31</sup>. GRO-seq transcribed, LPS-inducible enhancers (adj.  $P < 0.05$  at 1h LPS activation) are shown. Enhancers with reduced GRO-seq signal in *Rad21*<sup>-/-</sup> macrophages are marked in red (adj.  $P < 0.05$  at 1h LPS activation).

a) *Il12b*: other expressed genes in TAD: *Ublcp1*, *Rnf145*. Intergenic transcribed enhancers: 9, of 3 respond to LPS in 1h GRO-seq. None are found deregulated by GRO-seq in *Rad21*<sup>-/-</sup> macrophages at 1h LPS.

b) *Egr2*: other expressed genes in TAD: *Ado*, *Gm10797*. Intergenic transcribed enhancers: 21, of which 6 respond to LPS in 1h GRO-seq. One is found downregulated by GRO-seq in *Rad21*<sup>-/-</sup> macrophages at 1h LPS.

c) *Prdm1*: other expressed genes in TAD: *Atg5*, *Prep*. Intergenic transcribed enhancers: 26, of which 7 respond to LPS in 1h GRO-seq. Four are found downregulated by GRO-seq in *Rad21*<sup>-/-</sup> macrophages at 1h LPS.

d) *Peli1*: other expressed genes in TAD: *Vps54*, *Ugp2*, *2610024D14Rik*, *Gm12042*. Intergenic transcribed enhancers: 12, of which 4 respond to LPS in 1h GRO-seq. None are found deregulated by GRO-seq in *Rad21*<sup>-/-</sup> macrophages at 1h LPS.

e) *Ifnb1*: other expressed genes in TAD: *Mllt3*, *BC057079*, *Ptplad2*, *Ifna2*, *Klhl9*, *Gm13283*, *Ifna6*, *Gm17476*. Intergenic transcribed enhancers: 7, of which none respond to LPS in 1h GRO-seq.

## Identification of transcriptional bursts in each probe channel

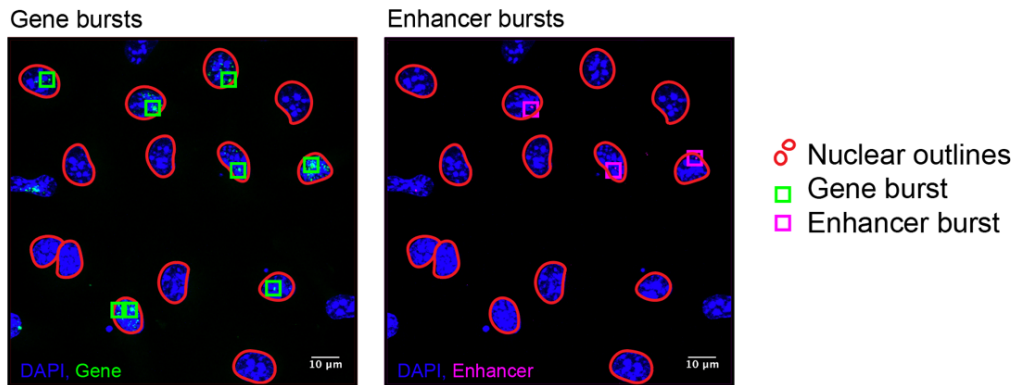

## Assignment of bursts to alleles

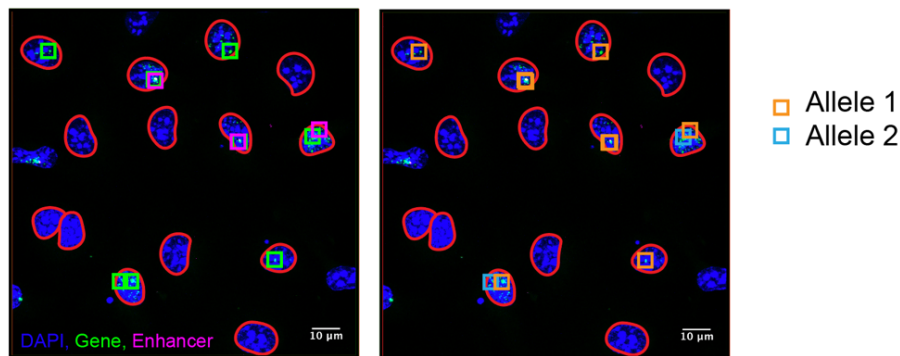

### Supplementary Figure 4. Assigning bursts of enhancers and genes to alleles.

Burst outlines are identified by FISH-quant from each probe channel. Up to two bursts for each probe are assigned per nucleus. For each nucleus, distances between the brightest pixel of gene and enhancer bursts are measured. Burst pairs are assigned to alleles based on proximity. A burst can be assigned only to one allele, and one allele of a gene can only be assigned one burst at any one time. The genomic distances between genes and enhancers analysed here are limited: 61kb for the *Egr2* enhancer and TSS, 198kb for the *Prdm1* enhancer and TSS, 10kb for the *Il12b* HSS1 and *Il12b* TSS, 14kb for *Ifnb1* L2 and the *Ifnb* TSS, and 43kb for the *Pel1* enhancer and TSS. Based on data shown in Fig. 3f, enhancer and gene burst are assigned to the same allele if they are < 1 µm apart.

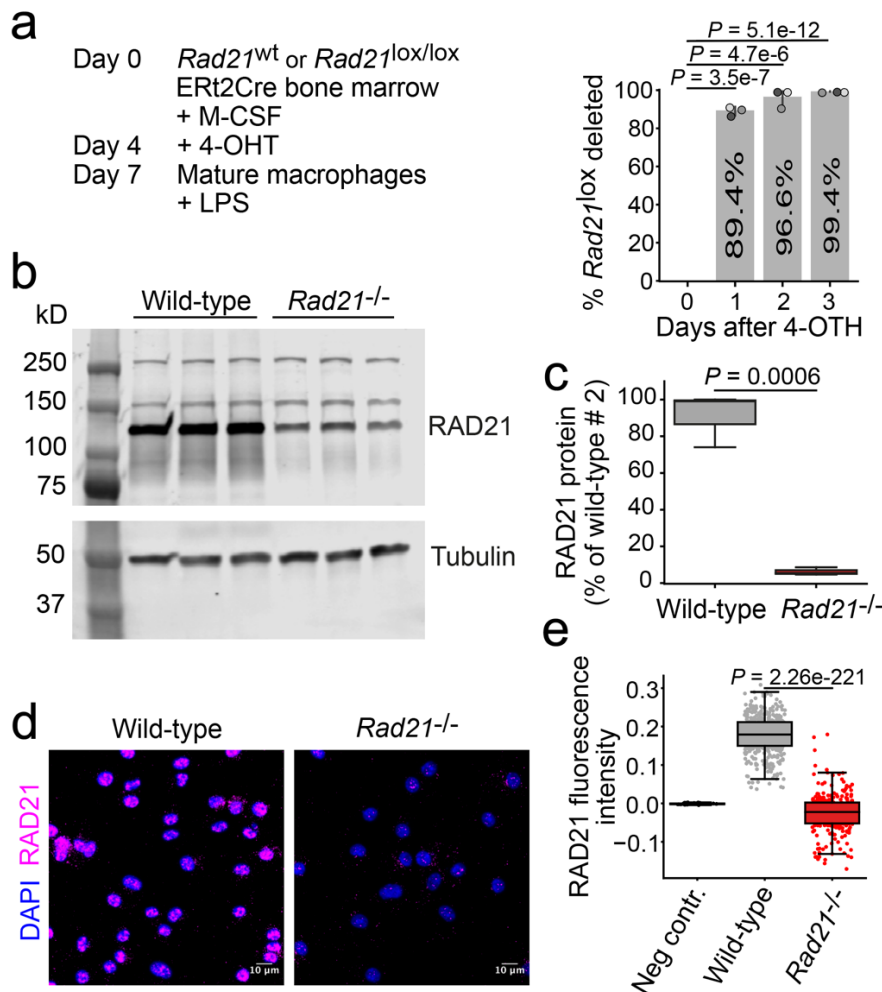

### Supplementary Figure 5. Inducible RAD21 depletion

a) Outline of experiment and 4-OHT-induced deletion of floxed *Rad21* (*Rad21*<sup>lox</sup>) loci assayed by quantitative genomic PCR. Negative control *Rad21*<sup>lox/lox</sup> macrophages without ERT2Cre induction by 4-OHT. Statistical test: One way ANOVA. Three independent biological replicates. Error bars : 95% confidence interval.

b) Western blot of RAD21 and Tubulin in wild-type and *Rad21*<sup>-/-</sup> macrophages. Molecular weight markers are on the left.

c) Quantification of western blot in b). Percentage of RAD21 expression relative to wild-type sample # 2. Two-sided equal variance t-test. Three independent biological replicates.

d) Example images of RAD21 immunofluorescence staining. Representative of 3 independent biological replicates, n = 752 cells.

e) Immunofluorescence analysis of RAD21 protein levels in wild-type and *Rad21*<sup>-/-</sup> macrophages. RAD21 levels are the mean intensity in the nucleus minus the mean intensity in the cytoplasm. Negative control: Immunofluorescence analysis without primary antibody. Statistical test: equal variance t-test. Three independent biological replicates, n = 752 cells.

**a** Transcriptional burst parameters versus transcription (GRO-seq)

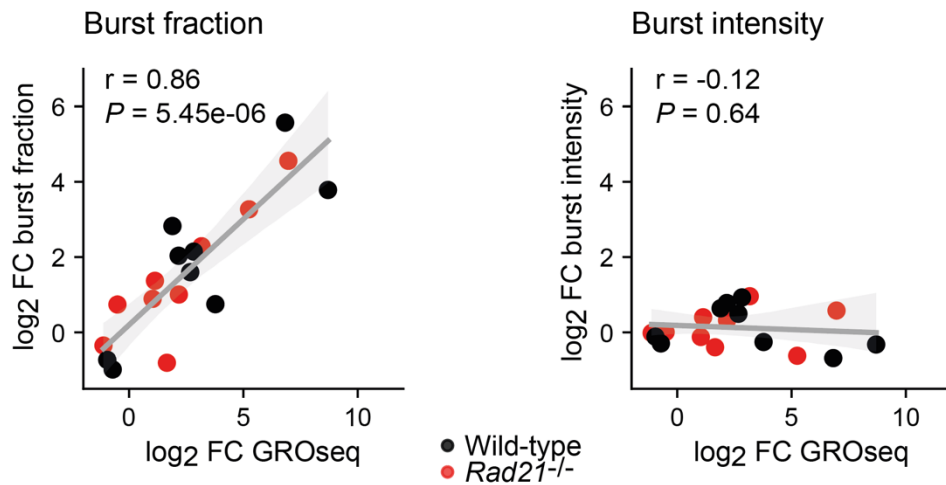

**b** Transcriptional burst parameters versus mRNA levels (RNA-seq)

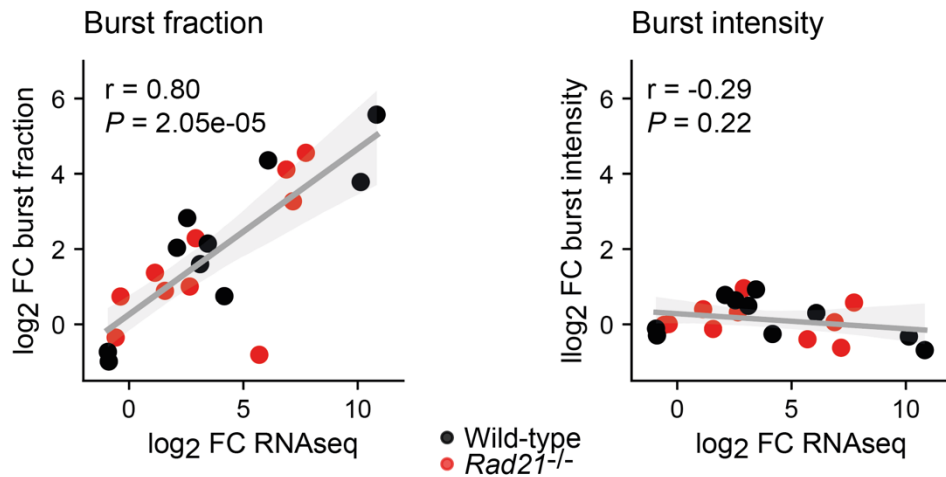

**Supplementary Figure 6. Differences in transcript abundance between *Rad21*-deficient and wild-type macrophages are best explained by transcriptional burst fraction**

a) Transcriptional burst parameters versus transcriptional activity as assessed by GRO-seq.  $r$  = Pearson correlation. Two-sided Pearson's product-moment correlation. Null hypothesis: correlation = 0. Two GRO-seq replicates.  $N = 227969$  cells, 3-8 independent biological replicates per transcript. Error bands: 95% confidence interval.

b) Transcriptional burst parameters versus mRNA levels as assessed by RNA-seq exon counts.  $r$  = Pearson correlation. Statistical test: Pearson's product-moment correlation. Null hypothesis: correlation = 0. Three RNA-seq replicates.  $N = 227969$  cells, 3-8 independent biological replicates per transcript. Error bands: 95% confidence interval.

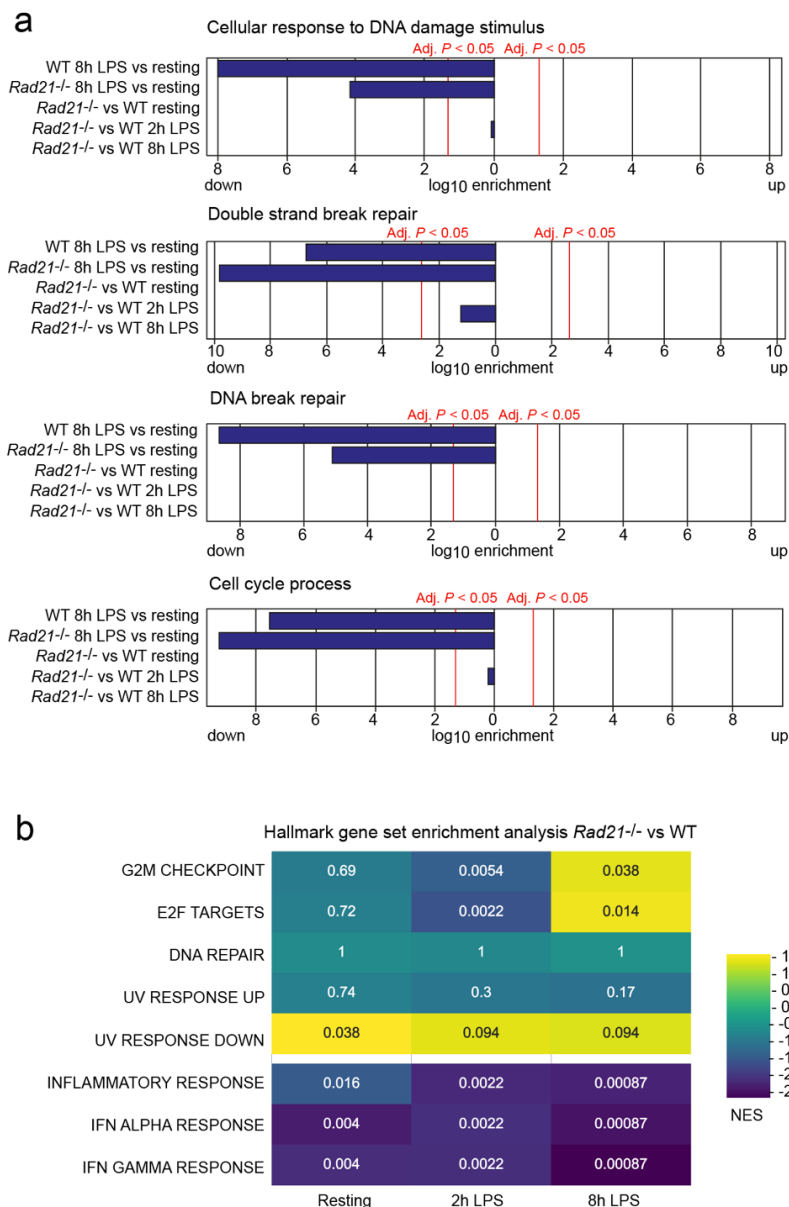

**Supplementary Figure 7. No evidence for activation of cell cycle or DNA damage pathways in *Rad21*-deficient macrophages**

a) Enrichment of the indicated gene ontology terms among up- (right) or downregulated genes (left) in response to LPS activation and *Rad21* deletion in macrophages. Note the downregulation of genes related to DNA damage, DNA repair and the cell cycle in response to LPS activation in both wild-type and *Rad21*<sup>-/-</sup> macrophages. There were no significant differences in the enrichment of the gene ontology terms related to DNA damage, DNA repair or the cell cycle between wild-type and *Rad21*<sup>-/-</sup> macrophages in resting or LPS-activated conditions. Red lines indicate statistical significance (adj.  $P < 0.05$ ). Three independent biological RNA-seq replicates per genotype and condition.

b) Hallmark gene set enrichment analysis in *Rad21*<sup>-/-</sup> versus wild-type macrophages. NES = normalised enrichment score. Three independent biological RNA-seq replicates per genotype and condition.

**Supplementary Table 1.** smRNA-FISH probes

| Ref. number    | Excitation | Probe                 | GeneSymbol     | Type   |
|----------------|------------|-----------------------|----------------|--------|
| VB4-10432      | 488        | <i>Actb</i>           | <i>Actb</i>    | Exon   |
| VB1-20973      | 550        | <i>Actb</i> intron    | <i>Actb</i>    | Intron |
| VB6-15721      | 650        | <i>Atf3</i>           | <i>Atf3</i>    | Exon   |
| VB1-15088      | 550        | <i>Cd40</i>           | <i>Cd40</i>    | Exon   |
| VB6-10663      | 650        | <i>Cxcl10</i>         | <i>Cxcl10</i>  | Exon   |
| VPTZ792        | 650        | <i>Egr2</i> Enh       | <i>Egr2</i>    | eRNA   |
| VPRWEN4        | 550        | <i>Egr2</i>           | <i>Egr2</i>    | Intron |
| VPMFWXN        | 650        | <i>Peli1</i> Enh      | <i>Peli1</i>   | Erna   |
| VPNKRGW        | 488        | <i>Fh1</i> intron     | <i>Fh1</i>     | Intron |
| VPMFWWY        | 550        | <i>Hprt</i> intron    | <i>Hprt</i>    | Intron |
| VPPRJ37        | 550        | <i>Il12b</i> HSS1     | <i>Il12b</i>   | eRNA   |
| VB1-12995-VC   | 550        | <i>Ifit1</i>          | <i>Ifit1</i>   | Exon   |
| VB4-12687-VC   | 488        | <i>Ifnb1</i>          | <i>Ifnb1</i>   | Exon   |
| VB6-20182      | 650        | <i>Il12b</i>          | <i>Il12b</i>   | Exon   |
| VB4-20975      | 488        | <i>Il12b</i> intron   | <i>Il12b</i>   | Intron |
| VPNKRJA        | 650        | <i>Ifnb1</i> L2       | <i>Ifnb1</i>   | eRNA   |
| VB6-3205469    | 650        | <i>Peli1</i>          | <i>Peli1</i>   | Exon   |
| VB1-3035672-VC | 550        | <i>Peli1</i> intron   | <i>Peli1</i>   | Intron |
| VB4-6000742    | 488        | <i>Peli1</i> intron   | <i>Peli1</i>   | Intron |
| VPWCWEW        | 650        | <i>Prdm1</i> Enh      | <i>Prdm1</i>   | eRNA   |
| VPU62UY        | 550        | <i>Prdm1</i> intron   | <i>Prdm1</i>   | Intron |
| VB6-3204369-VC | 650        | <i>Sertad2</i>        | <i>Sertad2</i> | Exon   |
| VPDJXFM        | 550        | <i>Sertad2</i> intron | <i>Sertad2</i> | Intron |
| VB4-6000742    | 488        | <i>Spred2</i>         | <i>Spred2</i>  | Exon   |
| VB6-6000741    | 650        | <i>Spred2</i> intron  | <i>Spred2</i>  | Intron |
| VB1-11676      | 550        | <i>Stat1</i>          | <i>Stat1</i>   | Exon   |
| VB4-18211      | 488        | <i>Tnf</i>            | <i>Tnf</i>     | Exon   |

# Supplementary material for: Cohesin couples transcriptional bursting probabilities of inducible enhancers and promoters
**Source:** Nat Commun. 2022 Jul 27;13:4342. doi: 10.1038/s41467-022-31192-9
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Immunofluorescence images were analysed using CellProfiler v2.2.0.  
smFISH images in coverslips were analysed using CellProfiler v1.0.0 in MATLAB 2014a with specific image-based transcriptomics modules (Battich et al. 2013, Stoeger et al. 2015) for nuclei, cytoplasm and dot identification.  
smFISH images in chamber slides were analysed using and CellProfiler v2.2.0 to obtain cell and nuclei outlines, and FISH-QUANT v3a to identify Transcription Start Sites (TSSs) and single dots. TSSs were quantified and assigned to alleles based on distance using a custom Julia script (Julia v1.6, <https://github.com/IreneRobles/TSSs>).  
100bp paired end RNAseq reads were aligned to mouse genome mm9 using Tophat2 v2.0.10 (Kim et al, 2013) with arguments "--library-type fr-first strand --b2-very-sensitive --b2-L 25" with gene annotation from Ensembl version 67. Read counts on genes were summarised using HTSeq-count v0.5.3p9 (Anders et al., 2014). RUVseq Bioconductor v1.18.0 package was applied with RUVs function and k=3 (Risso et al. 2014) for ERCC spike-ins and replicate samples as controls.  
GRO-Seq libraries were aligned to mouse genome mm9 using bowtie with arguments '-l 30 -m 10 -n 2 -trim3 10'. Read counts on enhancers (Otsuni et al., 2013) were computed using summarizeOverlaps function from GenomicAlignments R Package.  
scRNAseq libraries were mapped with the RNA pipeline of the GEMTools 1.7.0 suite (Marco-Sola et al. 2012) using default parameters (6% of mismatches, minimum of 80% matched bases, and minimum quality threshold of 26) and the genome references for human (Gencode release 24, assembly GRCh38.p5), mouse (Gencode release M8, assembly GRCm38.p4), and dog (Ensembl v84, assembly CanFam3.1).

#### Data analysis

Differential expression analysis was performed in R (v 4.1) using then, differential expression analysis was performed using DESeq2 (Love et al. 2014). Pearson correlation tests were done with the cor.test function in R. To test significant changes in event frequency across replicates we used a Cochran-Mantel-Haenszel test with replicate as strata variable in R (v 4.1). Bonferroni correction for multiple testing was implemented in MutipleTesting.jl Julia package in Julia (v 1.6). To test significant changes in distribution values across replicates, we used one way ANOVA with Tukey HSD correction in R (v 4.1). To test whether the relationship between two variables differs between conditions we

implemented 2-way ANOVA in R (v 4.1). [https://github.com/IreneRobles/Code\\_Paper](https://github.com/IreneRobles/Code_Paper) contains all code required to produce the figures.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The image data generated in this study have been deposited in the EMBL-EBI BioImage Archive database under accession code S-BIAD338 [<https://www.ebi.ac.uk/biostudies/BioImages/studies/S-BIAD338>].

The scRNA-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE190622 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE190622>].

The GRO-seq, RNA-seq, H3K27ac and ChIP-seq data used in this study are available in the GEO database under accession code GSE108599 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE108599>].

The macrophage Hi-C data used in this study are available in the GEO database under accession code GSE115524 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE115524>].

The PU.1 ChIP-seq data used in this study are available in the GEO database under accession code GSE56121 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE56121>].

The STAT2 ChIP-seq data used in this study are available in the GEO database under accession code GSE56123 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE56123>].

The IRF3 ChIP-seq data used in this study are available in the GEO database under accession code GSE67343 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE67343>].

The processed data for every figure generated in this study are provided in the Supplementary Information/Source Data file.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical test was used to determine sample size. Three or more biological replicates per group (as indicated in the figure legends) were used to provide sufficient data to allow statistical inference. We imaged as many cells as we could in 8 samples overnight.                                                                                                                                                                                           |
| Data exclusions | RNAseq: No data were excluded except for standard quality control filtering during sequencing analysis. This includes filtering genes with low read counts due to their low statistical power using a DESeq2 independent filtering approach. Standard filtering also involves removing reads aligning to multiple positions. Some smFISH samples were excluded due to high background or to low cell numbers as long as there were at least 3 replicates per sample. |
| Replication     | Number of replicates and independent experiments detailed in figure legends, a minimum of three biological replicates were used for each experiment.                                                                                                                                                                                                                                                                                                                 |
| Randomization   | No randomization was required. Mice used for primary macrophage culture were chosen according to genotype.                                                                                                                                                                                                                                                                                                                                                           |
| Blinding        | Investigators were not blinded to group allocation. We considered that blinding was not relevant to this study because we used quantitative assays for all experiments and the computational framework was identical for all samples and replicates                                                                                                                                                                                                                  |

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

Antibodies used

goat a-rabbit 488 antibody (Invitrogen, A11034)  
goat a-rabbit 680 (A21109, Life Technologies)  
goat a-mouse 680 (A21057, Life Technologies)  
Rad21 (Abcam, 154769)  
Tubulin (Sigma, T9026)

Validation

According to the manufacturer's website a-Rad21 (Abcam, 154769) is suitable for western-blot (1/1000) and immunofluorescence (1:500 dilution). Goat a-rabbit 488 antibody (Invitrogen, A11034) was used for immunofluorescence and a negative control where no primary antibody was added was used to assess the secondary antibody background. a-Tubulin (Sigma, T9026) was suitable for immunoblotting according to the manufacturer's webpage at a dilution of 1:1,000 which says ("The antibody is specific for  $\alpha$ -tubulin in immunoblotting assays and may be used for localization of  $\alpha$ -tubulin in cultured cells or tissue sections"). Goat a-rabbit 680 (A21109, Life Technologies) and goat a-mouse 680 (A21057, Life Technologies) were used at a 1:10,000 dilution. According to the manufacturer's webpage, for both antibodies "the sensitivity and specificity of each lot is confirmed using Western blot".

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

Rosa26-ERT2Cre Rad21WT/WT or Rad21lox/lox mice on a mixed C57BL/6 129 background were maintained under SPF conditions with a 12h light/dark cycle and food and water ad libitum. Male and female mice between 6 weeks and 6 months of age were used for experiments.

Wild animals

The study did not involve wild animals.

Field-collected samples

The study did not involve samples collected from the field.

Ethics oversight

Mouse work was performed according to the Animals (Scientific Procedures) Act Mouse work was done under a project licence issued by the UK Home Office, UK following review by the Imperial College London Animal Welfare and Ethical Review Body (AWERB).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

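The data are MARS-seq UMI counts of single bone marrow-derived macrophages, wild-type or Rad21-/-, untreated or after 2 or 8 h of LPS at 10 ng/ml. Each of the 6 conditions is 1 sample, so the study's own grouping by genotype and time was used without a test, a p-value or a count of changed genes. The authors demultiplexed the reads by pool and cell barcode, removed polyT sequence, mapped the reads with GEMTools 1.7.0, dropped wells with more than 15% spike-in reads or less than 60% mapped reads, and collapsed reads of a gene with the same UMI at an edit distance of up to 2. They deposited the resulting counts per gene and cell without normalization. The methods also state that genes in less than 5% of cells were discarded, while 5709 of the 18429 genes in the matrix lie below 5% of all cells. Every one of the 1362 cells was assigned to a sample and a library pool from its name.

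Shares, levels, CPM, thinning, random lists and the split of the log2 ratio were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. CPM used the total UMIs of each cell. The level is the mean of the natural logarithm of CPM + 1 over positive cells, since this form and not the logarithm of the mean matched the paper's tables. Shares carry exact Clopper-Pearson intervals and sums of UMIs exact Poisson intervals, at 95%, which cover counting error only. A count of 0 is given with the limit that 3 counts allow. Thinning drew UMIs without replacement to 3800 per cell, the largest multiple of 100 that keeps 80% of the cells of every sample, and to 5500 under a rule of 50%. Random lists were matched in 10 bins of mean expression, and random numbers were seeded. Names were matched to a GRCm38.p6 gene table, which held 16122 of the 18429 genes and 342 of the 356 inducible genes. Chromosome coordinates are given for GRCm38, the build the authors mapped to in an earlier patch release.

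The comparisons, the alternatives and the rule for named genes were set before the data were examined. The rule takes each gene that the paper names as measured in macrophages, the 3 inducible genes with the largest rise and the 3 with the largest fall in share per comparison, and the 5 with the largest rise and the 5 with the largest fall in the log2 ratio of summed CPM among genes outside the list with at least 100 UMIs, with 1 UMI added to each sample. The alternatives were thinning at either depth, at least 2 UMIs per positive cell, cells with at least 500 UMIs, genes in at least 20% of a wild-type sample, genes with a mean of at least 0.5 UMI, means over genes, equal weight per pool, leaving out each pool, the logarithm of the mean, CPM over genes outside the list, UMIs without CPM and genes with at least 10 positive cells. Leaving out wells with more than 25000 UMIs and entering genes without a positive cell at a level of 0 were added after the data were seen, and so was the comparison of UMIs without CPM with random lists.

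Some choices were made after values had been seen. The counting error of a median over genes comes from 10000 draws per gene. It replaced the interval of a single gene, under which fewer alternatives had counted as moved and none as reversed, and an earlier form of the draws for levels was replaced as well. Draws for shares are binomial. Draws for levels are normal, with the Poisson error of each gene's numbers of positive cells. They leave out the spread of levels among those cells, so the level error is a yardstick and not the error of a mean level. Genes were drawn independently, although all were measured in the same cells. Differences in depth, wells or pools that genes share are therefore not covered. The list of 93 cell cycle genes was written after the shares of Mki67 and Top2a were known. The limit of 100000 UMIs for the deepest wells and the reading of 90% of pools as nearly all pools were set while the tests were written. Agreement of levels with the paper's tables was first judged at 1e-06 and then, after most levels missed that, also at 0.01.

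The steps were tested on simulated data with known answers. Counts were drawn for the real genes with 200 genes changed by known folds, and the step for wild-type cells at 2 h against untreated held 350 genes. The median log2 ratio came out at 0.98 for genes raised to double and -0.95 for genes lowered to the inverse fold. Of the changed genes, 93.0% moved in the right direction of share. The smRNA-FISH, ChIP-seq and bulk RNA-seq experiments of the paper were not analysed here.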

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

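The tests of depth and deep wells for classes E and F, for Csf2 and Saa2 and for 4933404O12Rik, and the test of 1 cell for 4933404O12Rik, were chosen only after the result was seen. No difference between time points in this part was tested, because each condition has 1 sample. A difference between cultures that has nothing to do with the deletion or with LPS stays open for every result in this part.

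In wild-type cells the level per positive cell went opposite ways at the 2 time points in classes E and F. The median change was -0.19 at 2 h and 0.29 at 8 h in class E, and -0.31 and 0.21 in class F; the difference was not tested. A difference in UMIs per cell stays open as a source of the fall at 2 h, because thinning cannot decide it. The thinned change in class F was -0.034, within its counting error of 0.095. However, a thinned positive cell cannot score below the level that 1 UMI gives. In class F the thinned median level was 5.66 in untreated wild-type cells. It was 5.58, the level of 1 UMI, in Rad21-/- cells at 2 h. A median fall of -0.31 could therefore not appear after thinning. Without the wells of more than 25000 UMIs the change in class F was -0.14. Deep wells cannot be told apart from other causes in class F, because the change moved towards 0 and stayed below it. In class E the change without these wells lay within the counting error of 0.079 found with all wells. The fall in class E is therefore not separated from an effect of these wells. The rise at 8 h stayed above 0 after thinning, and an effect of LPS remains among its open explanations.

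Genes of the cell cycle list, all 93 of which are in the matrix, were found in fewer Rad21-/- than wild-type cells early and in slightly more late. The median difference in share was -3.55 percentage points untreated, -8.06 at 2 h and 1.40 at 8 h; the difference between time points was not tested. A difference in depth is argued against as the cause of the early difference, since the thinned value nearest to 0 was -3.04. Library pools and deep wells are argued against too, with a median below 0 in 12 of 12 pools at 0 and 2 h and -4.32 as the value nearest to 0 without wells of more than 25000 UMIs. The late difference was 0.0540 after thinning, within its counting error of 0.381. Mki67 was found in 12.2% of untreated Rad21-/- cells and 26.4% of wild-type cells. The paper reports, from bulk RNA-seq, lower G2M and E2F target expression at 2 h and marginally higher expression late (Supplementary Fig. 7). It also reports no significant enrichment of cell cycle terms between genotypes, resting or activated, and describes the macrophages as quiescent. The lower untreated share here differs from those statements, which rest on enrichment in bulk RNA-seq and not on shares of cells. A lower number of cycling cells after loss of cohesin may explain the early difference as a hypothesis, since it was found and examined in the same cells.

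Outside the inducible list, Csf2 had the largest rise at 2 h and Saa2 the largest at 8 h in wild-type cells. With 1 UMI added to each sample, the log2 ratios were 6.11 for Csf2 and 8.99 for Saa2. Neither gene had a UMI in untreated cells, and against a limit of 3 UMIs for that sample Csf2 was at least 22.8-fold higher and Saa2 at least 170-fold higher. Deep wells are argued against as the cause, with 5.94 as the lower log2 ratio without them, and so is depth, with 6.06% of cells (interval 2.94 to 10.9) as the lower of both thinned shares, where 0 untreated cells had a UMI, a limit of 1.56%. Saa2 has close paralogs, and a split of its reads by the authors' counting was not tested, so its value is uncertain.

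In untreated cells, 4933404O12Rik had the largest rise in Rad21-/- over wild-type, with a log2 ratio of 3.81. Deep wells do not explain it, since the ratio was 3.92 without them. UMIs of 1 cell may be the source: a Rad21-/- cell of 5569 UMIs held all but 19 of the 190 UMIs, and without it the log2 ratio was 0.56, against 10 UMIs in wild-type cells. The share of untreated cells with a UMI of the gene was 6.67% in Rad21-/- (interval 4.00 to 10.3) and 4.18% in wild-type (2.02 to 7.56), and it was 9.14% and 5.91% at 2 h and 5.80% and 5.45% at 8 h. The untreated share was higher in Rad21-/- in 4 of 8 pools, and thinned it was 2.69% against 3.12%. The tests by pool and by thinning were run and then set aside as tests of the ratio because the rise lies in UMIs.

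Ighm had the largest rise in Rad21-/- over wild-type cells at 2 h and 8 h, with log2 ratios of 3.61 and 3.58. It was found in 52.2% of untreated Rad21-/- cells against 17.2% of wild-type cells. Library pools are argued against as the cause, with a higher share in 17 of 18 pools, and so is depth, with a lowest thinned share of 34.0% in Rad21-/- cells. RNA from B cells as the source cannot be told apart from other causes. Only 3 of the 14 other B cell genes of the list are in the matrix, Ms4a1, Cd22 and Pax5, with 134 UMIs in Rad21-/- and 140 in wild-type cells, so that they had no rise overall, while Ighm had 874 UMIs in Rad21-/- cells over the 3 time points and 63, 28 and 22 in wild-type cells at 0, 2 and 8 h. At 8 h the 3 other genes had 44 and 28 UMIs, and each was found in a higher share of Rad21-/- cells. These genes had few UMIs, and the abundant light chain gene Igkc is absent from the matrix, which keeps the question open. The mice were on a mixed C57BL/6 129 background, and a strain difference between the genotypes was not tested.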

How the results depend on the processing

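The settings without wells of more than 25000 UMIs and with genes lacking a positive cell entered at 0 were chosen only after the result was seen, and so was the counting error against which a value counts as moved. Each condition has 1 sample, so there were no replicates to pair and no test was run, and the genotypes were compared within library pools instead. Values are medians over genes, in percentage points for shares, on the natural log scale for levels and on the log2 scale for the split.

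The share of positive cells kept its direction in the wild-type classes, and over all inducible genes between genotypes, in every setting apart from class F at 2 h, which was slightly below 0 under both depths of thinning and, at 3800 UMIs, within its counting error of 0.895. Of the single classes between genotypes, class B at 2 h turned positive among genes with a mean of at least 0.5 UMI, and class B at 8 h, at 1.54 points and within its counting error of 2.54, was -2.69 and -2.47 when thinned to 3800 and 5500 UMIs. UMIs without CPM let differences in depth into every level, and the median over 5609 genes outside the list then rose by 0.63 at 2 h in wild-type cells. All 6 classes were above 0 at 2 h in that setting, so the positive values of classes E and F say nothing about these classes in particular. Relative to matched random lists, a comparison added after the data were seen, they were 0.092 and -0.063, at percentiles 99.99 and 0.65. With CPM class E was at percentile 3.68, so its place among the lists depends on this setting. Level changes in classes A1+2, B and D that lay within counting error of 0 changed sign with means over genes or without single pools. The level part of the split at 2 h, which was within its error of 0, turned positive with thinning and with CPM over genes outside the list. Cells with at least 500 UMIs and genes in at least 20% of a wild-type sample left every value as it was, because no cell or gene fell below these limits, and therefore say nothing about stability. Entering genes without a positive cell at 0 and asking for at least 10 positive cells moved no result by more than its counting error. Of 98 results for named genes under thinning, 74 lay within their intervals, 24 moved, 0 reversed, and 4 within counting error of 0 changed sign. The cause was not tested for any of the changes that follow, apart from fewer transcripts per cell under thinning and fewer genes under the minimum of 0.5 UMI, which those settings set by construction.

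When a positive cell needed at least 2 UMIs, the wild-type share changes at 2 h were 12.4, 7.23, 26.0, 10.0 and 2.33 points in classes A1+2, B, C, D and E, and the wild-type share changes at 8 h were 3.36, 3.41, 29.5, 25.3, 19.2 and 14.9 points in classes A1+2, B, C, D, E and F. The share differences of Rad21-/- from wild-type were -0.659, -2.69 and -5.15 points at 0, 2 and 8 h. With cells thinned to 3800 UMIs, the wild-type share changes at 2 h were 19.6, 10.5, 33.3, 14.2, 1.98 and -0.355 points in classes A1+2, B, C, D, E and F, and the wild-type share changes at 8 h were 6.72, 32.6, 35.4, 26.1 and 21.7 points in classes B, C, D, E and F. The wild-type level changes at 2 h were 0.00 and -0.034 in classes E and F, and the wild-type level changes at 8 h were 0.22, 0.24, 0.19 and 0.13 in classes C, D, E and F. The wild-type level part of the split change at 2 h was 0.093 in all classes, and the wild-type level part of the split change at 8 h was 0.30 in all classes. The wild-type share part of the split change at 8 h was 1.66 in all classes, and the share differences of Rad21-/- from wild-type were -3.68 and -11.1 points at 2 and 8 h. The level differences of Rad21-/- from wild-type were -0.029, -0.042 and -0.10 at 0, 2 and 8 h, and the level part of the split differences of Rad21-/- from wild-type were -0.053 and -0.18 at 0 and 8 h. The share part of the split differences of Rad21-/- from wild-type were -0.59 and -0.63 at 0 and 8 h. With cells thinned to 5500 UMIs, the wild-type share changes at 2 h were 23.8, 13.7, 33.4, 3.02 and -0.255 points in classes A1+2, B, C, E and F, and the wild-type share change at 8 h was 31.1 points in class F. The wild-type level changes at 2 h were 0.11, 0.00 and -0.077 in classes D, E and F, and the share difference of Rad21-/- from wild-type was -12.0 points at 8 h. The level differences of Rad21-/- from wild-type were -0.045 and -0.13 at 0 and 8 h.

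For the 203 genes with a mean of at least 0.5 UMI, the wild-type share changes at 2 h were 37.2, 20.5, 42.9, 25.6 and 6.43 points in classes A1+2, B, C, D and E, and the wild-type share changes at 8 h were 21.8, 22.0, 41.4, 46.3, 46.3 and 35.5 points in classes A1+2, B, C, D, E and F. The wild-type level changes at 2 h were 0.25, 0.36, 0.12 and -0.073 in classes A1+2, C, D and E, and the wild-type level changes at 8 h were 0.56, 0.66, 0.56 and 0.36 in classes C, D, E and F. The share differences of Rad21-/- from wild-type were -5.52 and -7.53 points at 0 and 2 h, and the share difference of Rad21-/- from wild-type in class B at 2 h was 0.538 points. The level differences of Rad21-/- from wild-type were -0.14 and -0.42 at 2 and 8 h. With means over genes in place of medians, the wild-type share changes at 2 h were 30.9, 24.2 and 7.57 points in classes A1+2, D and E, and the wild-type share changes at 8 h were 14.9, 40.8 and 37.1 points in classes A1+2, C and E. The wild-type level changes at 2 h were 0.54, -0.31 and -0.42 in classes C, E and F, and the wild-type level changes at 8 h were 0.60, 0.62 and 0.46 in classes C, D and E. The share differences of Rad21-/- from wild-type were -5.54, -8.30 and -10.2 points at 0, 2 and 8 h, and the level difference of Rad21-/- from wild-type was -0.41 at 8 h. With equal weight for each pool, the share differences of Rad21-/- from wild-type were -11.1 and -9.01 points at 2 and 8 h. Among the lowest values from leaving out each pool in turn, the wild-type share changes at 2 h were 16.3 and 3.90 points in classes D and E, and the wild-type share change at 8 h was 37.4 points in class D. The level difference of Rad21-/- from wild-type was -0.13 at 2 h. Among the highest values from leaving out each pool, the wild-type share changes at 2 h were 22.2 and 6.98 points in classes D and E, and the wild-type share change at 8 h was 8.73 points in class A1+2. The level difference of Rad21-/- from wild-type was -0.14 at 0 h.

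Without wells of more than 25000 UMIs, an alternative chosen after seeing the data, the wild-type share changes at 2 h were 3.47 and 0.503 points in classes E and F, and the wild-type level changes at 2 h were -0.062 and -0.14 in classes E and F. The share difference of Rad21-/- from wild-type was -4.87 points at 2 h, and the level difference of Rad21-/- from wild-type was -0.087 at 0 h. With the logarithm of the mean, the wild-type level change at 8 h was 0.48 in class C, and the level difference of Rad21-/- from wild-type was -0.14 at 0 h. With CPM over genes outside the inducible list, the wild-type level changes at 8 h were 0.16, 0.20, 0.53, 0.51, 0.43 and 0.35 in classes A1+2, B, C, D, E and F, and the wild-type level part of the split change at 2 h was 0.087 in all classes. The wild-type level part of the split change at 8 h was 0.60 in all classes, and the level differences of Rad21-/- from wild-type were -0.12 and -0.46 at 2 and 8 h. The level part of the split differences of Rad21-/- from wild-type were -0.18 and -0.63 at 2 and 8 h. With UMIs that were not scaled to CPM, the wild-type level changes at 2 h were 1.10, 0.86, 1.18, 0.90, 0.70 and 0.55 in classes A1+2, B, C, D, E and F, and the wild-type level changes at 8 h were 0.29, 0.23, 0.67, 0.63, 0.57 and 0.45 in classes A1+2, B, C, D, E and F. The level differences of Rad21-/- from wild-type were -0.021, -0.66 and -0.066 at 0, 2 and 8 h.

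The number of cells limits the shares of rare transcripts. A gene with a UMI in 0 of 239 untreated wild-type cells can still have one in up to 1.26% of such cells, and in the smallest samples the limit is 1.61%. Neither value limits the share of cells with transcripts that gave no UMI.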

Differences from the paper's values

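The cell numbers and the median shares and levels that the paper states or tabulates were compared with those computed here, levels on the scale of its tables. Cell numbers were equal at 682 and 1362. Shares per gene matched the paper's tables to within 1e-06 percentage points for all 356 genes in 5 samples and for the 219 genes of the Rad21-/- 8 h sample in the part of the table at hand, which holds its first 1999 of 2136 lines. Levels matched to within 1e-06 in only 6 genes of the untreated wild-type sample, 0 at 2 h and 1 at 8 h, and in 12, 2 and 2 genes of the Rad21-/- samples. They lay within 0.01 for every gene, with a largest difference of 0.00189, and the tolerance of 0.01 was set after the first was missed. The cause of the small differences was not found.

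The paper's level tables match only on the natural logarithm of counts per 10000000 + 1, whereas the legends give CPM + 1. On that scale the median level over inducible genes in untreated wild-type cells was 7.51 here and 7.51 in the paper's table, and on the CPM scale it is 5.21 over the genes with a positive cell.

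The paper states that LPS raised the frequency of positive cells in each of the 6 classes. In class F at 2 h the median change was 2.11 percentage points (interval 0.903 to 3.19), with 50 of 68 genes higher, at percentile 11.7 of matched random lists. Without wells of more than 25000 UMIs it was 0.503 points, less than the counting error of 1.15 found with all wells. Thinned to 3800 UMIs it was -0.355 (interval -0.985 to 0.805), which shows neither a rise nor a fall, and thinned to 5500 UMIs it was -0.255. At 8 h the value for class F went with the paper's statement, at 28.4 points with 68 of 68 genes higher, and at 21.7 points thinned.

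The paper states that at the early time point the level rose for class C alone. The median change in class A1+2 was 0.12 against a counting error of 0.11, and 0.14 thinned against 0.13. This rise depends on single library pools, since it was 0.066 and 0.074 without untreated pools of 43 and 13 wild-type cells and 0.071 without a 2 h pool of 46, all within the counting error, so that it was not separated from no change. Classes B and D changed by 0.01 and 0.00, within their counting errors of 0.10 and 0.09, and showed no rise beyond it. Relative to matched random lists, whose medians were negative, classes A1+2 and D also lay above all lists in both forms. Class B did so unthinned and lay at percentile 99.98 thinned. The changes in classes E and F were -0.19 and -0.31, where the medians of the lists were -0.16 and -0.17. At equal depth they were 0.00 and -0.034, within counting errors of 0.093 and 0.095. Thinned levels cannot go below that of 1 UMI, so median falls of the unthinned size could not be seen there.

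The paper describes levels at 2 h as similar in both genotypes. The median difference was -0.08, past its counting error of 0.03, with 231 of 354 genes lower, and -0.042 when thinned against a counting error of 0.039. These errors treat genes as independent and do not cover differences that genes share through cells or pools, so passing them is weak evidence against similar levels. It was -0.049 without a library pool of 5 wild-type and 6 Rad21-/- cells and -0.13 without a pool of 46 cells of each genotype, and within pools it ran from -0.18 to 0.039, below 0 in 3 of 4.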

Other observations

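The tests of UMIs per cell for the lower share and the lower level in Rad21-/- cells, the test of a limit on UMIs in deep wells, the separate readings of the sampling test by time point and the reading of its gap by direction were chosen only after the result was seen.

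The larger share part in the response to LPS may follow from sampling few transcripts per cell. If each gene had 1 mean per sample and UMIs were drawn from it at each cell's depth by Poisson sampling, the median change in share over the inducible genes would be 15.8 percentage points at 2 h and 29.8 at 8 h, where 15.3 and 29.6 were observed, within counting errors of 1.10 and 1.13. A rise in the share of positive cells therefore appears in these data without any change in how transcripts are spread over cells, and these medians do not separate both cases. The observed share still lay below the Poisson value in 80.3% of inducible genes in untreated wild-type cells, 82.6% at 2 h and 87.1% at 8 h, and in 69.1%, 77.0% and 84.3% in Rad21-/- cells. Which spread over cells this reflects was not tested.

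The lower share of positive cells in Rad21-/- was weighed against 5 explanations. A difference in depth is argued against, since the thinned difference nearest to 0 over the 3 time points was -2.60 percentage points. Library pools do not account for it, with a median below 0 in 17 of 18 pools, nor does the choice of genes by their share in wild-type cells, with 0 of the random lists lower. Poisson sampling of a lower mean is not argued against. At 2 and 8 h the larger gap between the Poisson and the observed difference was 0.284 points, within counting error, and sampling of a lower mean may explain the difference. The largest gap, 0.722 points, was in untreated cells, where sampling gives -3.76 against -3.04 observed. It was beyond the counting error of 0.489, but towards a larger fall than the one observed, so sampling of a lower mean cannot be told apart from other causes there. A difference between 2 cultures unrelated to the deletion cannot be told apart from the genotype with 1 sample per genotype and time point, and a genotype effect stays open beside it.

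The lower level per positive cell was weighed the same way. The thinned difference nearest to 0 at 2 and 8 h was -0.042, past its counting error of 0.039 by a narrow margin. It argues against depth as the whole cause at these time points. In untreated cells the thinned value lay within its counting error, which decides nothing about depth. Thinned levels cannot go below that of 1 UMI, so the untreated median fall of -0.17 could not appear there. With all UMIs, the level was lower in 16 of 18 pools, and at 2 h in 3 of 4. The 2 h difference of -0.080 was -0.049 without a pool of 5 wild-type and 6 Rad21-/- cells and -0.13 without a pool of 46 cells of each genotype. The list lay at percentile 0 of the random lists, which argues against the choice of genes. Sampling of a lower mean leaves an observed minus Poisson difference of -0.036 at 2 h, where sampling gives -0.043 against -0.079 observed. Untreated and at 8 h the lowest value of observed minus Poisson was -0.016, within counting error, and sampling of a lower mean may explain the level there.

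In wells of more than 25000 UMIs the most abundant genes took a smaller part of the UMIs. In the 6 wells with more than 100000 UMIs, the part taken by the 10 most abundant genes was 0.237 of that in other wells of the same sample, 0.576 for ranks 11 to 100, 0.860 for ranks 101 to 200 and 1.14 for the ranks after these up to 1000. The highest count of any gene in any cell was 1182, for Gm42418 in the well of 496955 UMIs. A limit on the UMIs that 1 gene can reach in 1 cell may be the source, but it cannot be told apart from other causes because ranks 101 to 200 also fell.

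Other genes outside the inducible list followed the fixed rule. In wild-type cells Slamf1 had 217 UMIs at 8 h and 0 untreated, and Ccnd1 fell from 559 to 16 UMIs. At 2 h Dusp6 fell from 96 to 11 UMIs. In Rad21-/- against wild-type cells Ltc4s was higher untreated and at 2 h, with log2 ratios of 3.03 and 3.28, and Csf3 was lower at 8 h, at -4.03. Chic1 was lower at 2 h with a log2 ratio of -4.11, which was -1.59 without the wells of more than 25000 UMIs.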
